# Comparative Omics Analysis of *Brassica napus* Roots Subjected to Six Individual Macronutrient Deprivations Reveals Deficiency-Specific Genes and Metabolomic Profiles

**DOI:** 10.3390/ijms222111679

**Published:** 2021-10-28

**Authors:** Galatéa Courbet, Aurélien D’Oria, Anne Maillard, Lun Jing, Sylvain Pluchon, Mustapha Arkoun, Stéphanie Pateyron, Christine Paysant Le Roux, Sylvain Diquélou, Alain Ourry, Jacques Trouverie, Philippe Etienne

**Keywords:** macronutrient deprivations, metabolic pathways, metabolomic, molecular indicators, regulations of nutrient metabolism, transcriptomic

## Abstract

The early and specific diagnosis of a macronutrient deficiency is challenging when seeking to better manage fertilizer inputs in the context of sustainable agriculture. Consequently, this study explored the potential for transcriptomic and metabolomic analysis of *Brassica napus* roots to characterize the effects of six individual macronutrient deprivations (N, Mg, P, S, K, and Ca). Our results showed that before any visual phenotypic response, all macronutrient deprivations led to a large modulation of the transcriptome and metabolome involved in various metabolic pathways, and some were common to all macronutrient deprivations. Significantly, comparative transcriptomic analysis allowed the definition of a subset of 3282, 2011, 6325, 1384, 439, and 5157 differentially expressed genes (DEGs) specific to N, Mg, P, S, K, and Ca deprivations, respectively. Surprisingly, gene ontology term enrichment analysis performed on this subset of specific DEGs highlighted biological processes that are common to a number of these macronutrient deprivations, illustrating the complexity of nutrient interactions. In addition, a set of 38 biochemical compounds that discriminated the macronutrient deprivations was identified using a metabolic approach. The opportunity to use these specific DEGs and/or biochemical compounds as potential molecular indicators to diagnose macronutrient deficiency is discussed.

## 1. Introduction

Nitrogen (N), magnesium (Mg), phosphorus (P), sulfur (S), potassium (K), and calcium (Ca) are macronutrients present in large amounts in plant tissues (more than 0.1% of dry weight) and are essential for plant growth, seed yield, and nutritional quality [1,2]. In higher plants, severe macronutrient deficiencies are usually associated with phenotypic symptoms [3] such as leaf chlorosis [4], root ramification [5], and, ultimately, reduction in plant growth [6]. In addition, a single macronutrient deficiency commonly leads to profound alterations in the elemental content of plant tissues, reflecting a modulation of the uptake of several nutrients with a corresponding modification of plant ionomic composition [7,8,9,10]. While the root uptake of other nutrients is reduced by individual deficiencies in most cases, there are also many instances of increased mineral uptake that result from the numerous crosstalks between nutrients. For example, S deficiency [9,10,11] is associated with an increase in plant contents of molybdenum (Mo), selenium (Se), and vanadium (V) because root sulfate transporters, which are up-regulated under S deficiency, are also able to mediate transport of these structurally similar anions. Contrastingly, one macronutrient deficiency can massively decrease the uptake of another. This can be illustrated by N deficiency, which massively decreases sodium (Na) uptake [9].

Since macronutrients are involved in many crucial metabolic pathways [12,13], all macronutrient deficiencies have a myriad of effects on plant metabolism [3]. For example, because N is incorporated into organic compounds such as amino acids and nucleic acids, a limitation of this element leads to a defect in protein synthesis that affects various metabolic pathways [14,15]. Similarly, as S is a constituent of two amino acids, cysteine and methionine, S deprivation also disrupts many metabolic pathways, including nitrogen metabolism [16,17]. Moreover, due to the requirement for S in the synthesis of molecules such as glutathione and S adenosine methionine (ethylene precursor), its depletion leads to the alteration of pathways involved in the mitigation of biotic and abiotic stresses [18]. Likewise, Mg and P are important components of biomolecules, with Mg essential for chlorophylls, and P being a key component of adenosine triphosphate (ATP), nucleic acids, and phospholipids [19,20], so they are both crucial for plant cell functioning. The central structural role that Ca plays in cell wall and plasma membrane organization means that Ca deficiency results in cell death and growth cessation [3,21]. More broadly, Ca is an ubiquitous and versatile second messenger in plants [22], and Ca deprivation alters a wide range of plant metabolic pathways [3,23]. Finally, although K is mainly involved in cellular osmoregulation and in the maintenance of cation–anion balances, it is well documented in several plants species that K deficiency negatively affects photosynthesis processes in particular, and mostly via alterations of stomatal movement, enzyme activation, and protein synthesis and through overproduction of reactive oxygen species (ROS) [24,25,26].

Over the past few decades, access to the genomes of numerous species has favored the emergence of transcriptomic approaches that allow a more integrated view of plant responses to different nutritional deprivations. Thus, a range of studies across diverse plant species have used transcriptomic approaches to decipher metabolic changes in response to a given macronutrient deprivation. For example, in rice deprived of N for 12 h, it was observed that among the 1650 differentially expressed genes (DEGs), more than 30% were classified into the Gene Ontology (GO) categories “metabolic process”, “stimulus response”, and “biological regulation” [27]. In another study [28], authors reported that durum wheat responded to a long-time N starvation (until the late milk developmental stage Z77) by modulating the expression of 4626 genes mainly classified into the following GO categories: N compound metabolism, C metabolism, photosynthesis, N transport, and N assimilation. Similar approaches focusing on S deficiency have shown that among the 632 DEGs in S-deprived plants, most were related to the sulfur assimilation pathway but also to the flavonoid, auxin, and jasmonate biosynthetic pathways [29]. Other authors have demonstrated that variations in sulfur availability modulates the expression of genes involved in the regulation of S, N, and P metabolisms [30,31,32], highlighting the strong interactions between S and other elements. Previously, it has been reported that K deficiency modulates the expression of a smaller panel of genes than N or P deficiencies [33]. In many plant species, several studies have shown that the majority of DEGs identified in K-starved plants are linked to phytohormones (especially auxin and jasmonate), cation transporters (especially iron, zinc, and Ca transporters), Ca signaling, and protein phosphorylation [33,34,35,36,37]. Concerning transcriptomic analysis of P-starved plants, a study performed on wheat identified several DEGs associated with plant defense, plant stress responses, nutrient mobilization, or pathways involved in the gathering and recycling of phosphorus [38]. In another study authors reported that among the 1644 DEGs in roots of P-deprived plants, most of them belonged to pathways involving phosphorylated metabolites such as nucleic acids and phospholipids [39]. Nevertheless, P is not the only element able to modulate phosphorylation pathways. Indeed, it was previously demonstrated that *Citrus sinensis* adapts to Mg privation in association with DEGs implicated in cell cycle regulation, signal transduction, photosynthesis, cell wall remodeling, and the antioxidant system, as well as phosphorylation control [40]. Finally, among all the macronutrients, Ca deprivation is the least studied. However, a large set of genes are known to be regulated in Ca-starved rice plants (5588 DEGs after 14 days) and their functional classification allocated them to processes related to growth and development such as ion transport, signal transduction, and transcriptional regulation [41].

These large-scale studies have provided valuable data to the scientific community exploring macronutrient deficiencies. Nevertheless, due to a diversity in the genotypes used and the growing conditions, treatment durations, and intensity of the limitations applied, it is difficult to formulate an integrative and comparative overview of the responses of a given plant species to all individual macronutrient deprivations. In this study, we propose to overcome this difficulty by performing simultaneous deprivation of each macronutrient (N, P, K, S, Mg, or Ca) in *Brassica napus* plants cultivated in controlled conditions. The experiment was designed so that plants were subjected to total deprivation but harvested before any significant effect on plant growth in order to detect the earliest processes affected by macronutrient deficiencies. The first aim of this study was to characterize the molecular response for each macronutrient deficiency by using transcriptomic and metabolomic analyses in roots, the first tissues that experience a nutrient deficiency. Based on these global data and using comparative analyses, the second aim was to define DEG lists and metabolomic profiles specific to each macronutrient deprivation. Because accurate molecular indicators of single macronutrient deprivations are lacking for *Brassica napus*, we discuss the opportunity to use these specific gene and/or metabolite sets for early diagnosis of each macronutrient deprivation before manifestation of any growth alteration and/or visual symptoms.

## 2. Results

### 2.1. A 10-Day Single Macronutrient Deprivation Had Minor Effects on Biomass and Photosynthetic Activity

Compared to the control, the root and shoot biomasses of rapeseed plants subjected to single macronutrient deprivations for 10 days were not significantly altered, with the exception of the root biomass of P-deficient plants, which increased significantly by about 30% (Table 1). Nevertheless, the –P shoot/root ratio was not significantly altered (5.0 ± 0.4 and 4.5 ± 0.5 for P-deprived and control plants, respectively), which was similar to all the other macronutrient deprivations.

Regardless of the treatments (control and macronutrient deprivation), leaf photosynthetic activities were similar until day 6 (Supplemental Data SD8). At day 9, only N and P deprivations resulted in a significant decrease in photosynthetic activity compared to the control of about 62% and 30%, respectively (Table 1). To check the effect of deprivation, total net uptake of each macronutrient was evaluated per plant (control or deprived) as the difference between plant content before and after 10 days of deficiency. For most macronutrients, plant uptake was marginal during the 10 days of deficiency, except for N, whose uptake was only reduced by 73% compared to control plants (Table 1). This may be easily explained by plant heterogeneity (at D0 and/or at 10 days) rather than by of nutrients that may have been left in the deprived nutrient solution.

### 2.2. Overview of the Root Transcriptome of Brassica napus Deprived of N, Mg, P, S, K, or Ca for 10 Days

Principal component analysis (PCA) of the normalized RNA-seq counts showed that replicates for each condition (control and macronutrient deprivations) are clustered. 

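Root RNA of hydroponically grown Brassica napus plants was sequenced after 10 days without N, Mg, P, S, K or Ca, which followed 24 days on a complete solution, and in control plants of the same age. Each of the 7 conditions had 3 libraries, 21 in all. The growth temperatures are 20 °C by day and 15 °C at night in the paper, and 25 °C and 20 °C in the sample labels. The authors trimmed the paired-end reads, aligned them with STAR and deposited, for each library, the number of read pairs that mapped unequivocally to each of 101040 genes, without normalization. The paper gives about 25 M paired-end reads per sample. The deposited totals run from 15201300 to 30874110 read pairs per library, with a median of 19938440, and the values used here are the pairs counted on the strand of the gene. On average 69.7% of the pairs of a library were counted on genes, 13.8% (SD 2.74) were unmapped, 7.08% mapped to several places and 9.30% to no gene.

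The counts on genes ranged from 12751467 to 13847651 in the control libraries (median 13484189), from 10933693 to 15162012 under N deprivation (median 13953898), from 14033175 to 22841765 under Mg deprivation (median 14050278) and from 12397557 to 13525366 under P deprivation (median 13413511). They ranged from 10115284 to 15240992 under S deprivation (median 13941584), from 14069055 to 14264209 under K deprivation (median 14070176) and from 10732993 to 17760545 under Ca deprivation (median 14526212). Genes with too few counts for a test were removed with the filterByExpr function of edgeR, which left 56667 genes, and library sizes were normalized with the TMM method. For correlations and PCA, TMM-normalized CPM (counts scaled to library size) were put on the log2 scale with a prior count of 2, and each gene was scaled to unit variance in the PCA.

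Across genes, Pearson's r between libraries of the same condition lay between 0.931 and 0.980 over 21 pairs, and between libraries of different conditions it lay between 0.841 and 0.962 over 189 pairs, so the ranges overlapped. The lowest correlation within a condition was between control libraries. On the first 3 principal components, the nearest neighbour of a library belonged to its own condition for 3 of 3 libraries under N and Ca deprivation, 2 of 3 under P and S deprivation, 1 of 3 under Mg deprivation, and 0 of 3 for the control and K deprivation.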

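Over the 21 libraries, the first 3 principal components held 24.5%, 14.0% and 11.2% of the variance of the scaled log2 CPM. With each library left out in turn, the SD of these shares was 0.581, 0.499 and 0.482 percentage points. Leaving the genes unscaled moved the shares of PC1 and PC2 most and gave 26.9%, 16.4% and 11.7%, while the share of PC3 moved most, to 10.2%, without K replicate 1. Differences between conditions accounted for 95.1% of the variance along PC1 and 91.3% along PC2 (one-sided permutation test, p = 1e-05 for both, the smallest value that 100000 resamples can give, and 2.4e-05 after Benjamini-Hochberg adjustment over the axes tested). Along PC3 they accounted for 50.6% (permutation p = 0.0756, adjusted 0.0907), and along PC4 for 86.9% (permutation p = 3e-05, adjusted 6e-05). Without scaling, the share along PC3 was 73.7% (permutation p = 0.00256, adjusted 0.00384).

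The centres of the control and K deprivation libraries were 55.9 units apart on these 3 axes, less than the mean distance between libraries within the control (118) or within K deprivation (100). The centre of the Mg deprivation libraries was 150 units from the control, also less than the mean distance of 170 between its own libraries. Along PC1, however, all Mg deprivation libraries (-212 to -132) lay below all control libraries (-123 to -49.6). Along PC3, Mg replicate 1 was at 186 and the others at -7.62 and 14.1. A distance between centres and one between libraries are unlike measures, so these values do not test whether conditions part. The centres of N, P, S and Ca deprivation lay 203, 262, 187 and 255 units from the control, against mean distances of 63.3, 98.5, 119 and 42.2 between the libraries within each of them.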

Except for control and K deprivation, clusters segregated from each other along the three first principal component axes, which explained 25%, 16%, and 14% of the overall variability of the root samples, respectively (Figure 1A).

The count of total DEGs (up- and down- regulated compared to the control; *p* ≤ 0.05) for each macronutrient deprivation was highly variable (Figure 1B). Thus, P, Ca, and N deprivations affected the transcriptome the most with 17,387 (8839 upregulated and 8548 downregulated), 15,842 (7469 upregulated and 8373 downregulated), and 12,565 (5653 upregulated and 6912 downregulated) DEGs, respectively. 

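For each deprivation, the counts of the 3 deprived and 3 control libraries were compared with edgeR's quasi-likelihood test, in a single model of the 21 libraries with 1 coefficient per condition and 14 residual degrees of freedom. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 were called DEGs, whatever their log2 fold change. The share of the 56667 tested genes that were called ran from 1.26% under K deprivation to 29.3% under P deprivation, and the median absolute log2 fold change of the called genes ran from 0.94 under P to 1.35 under K deprivation. Fitting only the 6 libraries of the conditions compared changed the counts under Mg, S and K deprivation by the largest factor, to 34, 71 and 20 genes. Under N, P and Ca deprivation this fit called 6439, 11528 and 10951 genes. In the model of the 21 libraries, an adjusted p of at most 0.01 left 4916, 9255 and 8470 genes under these 3 deprivations. The order P, Ca, N, S, Mg, K held in the models of 21 and of 6 libraries. With an absolute log2 fold change of at least 1, Ca deprivation (8178 genes) came before P deprivation (7571 genes).

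**Figure D1:**
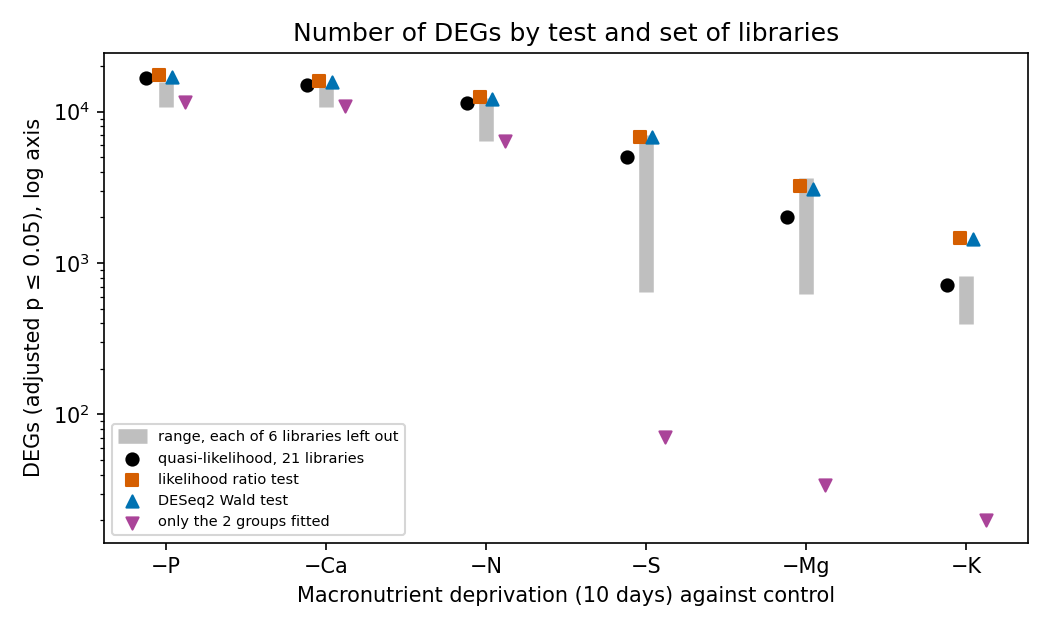
Number of DEGs (log axis) for each macronutrient deprivation against the control, with 3 libraries per condition. Points give the count from each test or model and the grey bars the range when each of the 6 libraries compared was left out in turn; the points from models of only the conditions compared lie at 34 genes for Mg, 71 for S and 20 for K deprivation.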

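In the quasi-likelihood model of the 21 libraries, 16611 genes were called under P deprivation (8534 higher and 8077 lower than in the control), 15013 under Ca deprivation (7132 higher and 7881 lower) and 11362 under N deprivation (5098 higher and 6264 lower). Of these, 7571, 8178 and 5812 had an absolute log2 fold change of at least 1. With each of the 6 libraries compared left out in turn, the count stayed between 10792 and 15728 under P, between 10716 and 14435 under Ca and between 6404 and 12210 under N deprivation. Upper-quartile normalization changed the direction that prevailed under N and Ca deprivation: 56.3% and 52.4% of the called genes were then higher, against 44.9% and 47.5% with TMM. From the numbers of DEGs, the paper concludes that these 3 deprivations affected the root transcriptome the most.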

For example, deprivation of S and Mg revealed about two- and fourfold fewer DEGs (6830 and 3251 DEGs, respectively) than N deprivation. 

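Under S deprivation 5011 genes were called (2389 higher and 2622 lower), and under Mg deprivation 2026 (1324 higher and 702 lower). An absolute log2 fold change of at least 1 was reached by 2422 and 1151 of them. Both counts depended on single libraries. Without the library of S replicate 1, 645 genes were called under S deprivation, and without control replicate 1, 7058. Without Mg replicate 1, 620 genes were called under Mg deprivation, and without Mg replicate 2, 3658. Under S deprivation the higher genes made up 47.7% of the calls with TMM and 59.9% with upper-quartile normalization.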

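After 10 days without K, 715 of the tested genes differed from the control at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test), 519 of them higher and 196 lower. At an unadjusted p of at most 0.05 there were 7407 such genes. Of the 715 genes, 509 had an absolute log2 fold change of at least 1. The count lay between 397 and 817 when each of the 6 control and K deprivation libraries was left out in turn. The K deprivation and control libraries had a median variance within the condition of 0.0613 and 0.0863 on the log2 scale.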

Finally, K deprivation showed comparatively restricted effects on the transcriptome, with a total of only 1470 DEGs, of which 984 and 486 were up- and down- regulated, respectively (Figure 1B).

### 2.3. Functional Classification of DEGs for Each Macronutrient Deprivation in Roots of Brassica napus

For each individual macronutrient deprivation, all enriched GO terms for “Biological Processes” were determined with g:Profiler and are provided in Supplemental Data SD4A. Redundant GO terms were removed with ReviGO and the top 20 enriched terms were kept and reported in Figure 2 for each macronutrient deprivation (except for −K, for which Revigo retrieved only 18 GO terms).

Interestingly, among the seven most enriched terms for the N, P, and S deprivations, six related to protein biosynthesis were common to all three deprivations (Figure 2: “translation”, “cellular amide metabolic process”, “organonitrogen compound biosynthetic process”, “ribosome assembly”, “cellular protein metabolic process”, and “organonitrogen compound metabolic process”). For N deprivation, other GO-enriched terms (Figure 2: “protein phosphorylation”, “phosphorylation”, “phosphorus metabolic process”, and “sulfate reduction”) highlighted interconnections of N metabolism with P and S metabolism. In addition to the seven most enriched GO terms, some found in P deprivation were also related to N metabolism (Figure 2: “cellular nitrogen compound biosynthetic process”, “protein metabolic process”, and “alpha amino acid metabolic process”). Surprisingly, processes related to P that were expected (Figure 2: “energetic metabolism” and “acid nucleic biosynthesis”) were less enriched (beyond the 20th rank; Supplemental Data SD4A). Similarly, GO terms related to S metabolism (“sulfate transport,” “sulfur compound transport”, and “sulfur compound metabolic process”) and ROS detoxification (“oxidative stress response”, “hydrogen peroxide”, “catabolic process”, and “cellular oxidant detoxification”) were enriched by S deprivation, but less so than those involved in N metabolism that were previously listed (Figure 2). Magnesium deprivation mainly led to the enrichment of GO terms related to “transport”, “photosynthesis”, “S metabolism”, and “amino acid metabolic processes” (Figure 2). Calcium deprivation enriched GO terms mainly associated with P metabolism (“protein phosphorylation”, “phosphorylation”, “phosphorus metabolic process”), signaling (“cellular response to chemical stimulus”, “response to chemical”, “auxin-activated signaling pathway”, “signaling”, “signal transduction”, “response to stimulus”), and ROS metabolic processes (“ROS metabolic process”, “hydrogen peroxide catabolic process”, “response to oxidative stress”). Finally, K deprivation massively enriched GO terms related to ROS (the top five most enriched) but also “organic acid” and “amino acid metabolic processes”, “transport”, and “sulfur compound metabolic process” (Figure 2).

It is interesting to note that the GO terms related to transport processes were enriched for all macronutrient deprivations, and were placed among the 20 most enriched GO terms for N, Mg, S, K, and Ca deprivations (Figure 2) and also in the 34th position (out of 65) for P deprivation (Supplemental Data SD4A). To further characterize the impacted transport processes, expression patterns of the 302 DEGs related to “ion transport” described in the Materials and Methods were analyzed (Figure 3). 

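All 302 genes of the paper's ion transport list (Supplemental Data SD5) were found in the deposited counts and passed the filter. With the quasi-likelihood test over all tested genes, 127 of them were called under N deprivation (39 higher and 88 lower), 37 under Mg (24 and 13), 163 under P (44 and 119), 40 under S (23 and 17), 16 under K (9 and 7) and 178 under Ca deprivation (54 and 124). In all, 281 of the 302 were called under at least 1 deprivation. When the p-values were adjusted over the list alone, 170, 72, 179, 61, 44 and 196 genes were called in the same order; since the list was drawn from DEGs in these libraries, this count shows no stability. The counts under Mg, S and K deprivation changed by the largest factor when only the conditions compared were fitted: 0 transporter genes were then called under Mg and under K deprivation, with 79 and 70 at an unadjusted p of at most 0.05, and 6 under S deprivation.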

Irrespective of the macronutrient, each deprivation-modulated DEG related to the transport of a large panel of elements. However, the hierarchical clustering segregated the macronutrient deprivations into two groups: one that included N, Ca, and P deprivations, which strongly modulated genes encoding for all kinds of ion transporters, and a second that included S, K, and Mg deprivations, which modulated this panel of genes less broadly and less intensively. 

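The list sorts its genes under 21 group names by the ion transported, with zinc under 2 spellings, of 7 genes and 1 gene, that were kept apart. At least 1 called gene was found in 20 of these groups, both spellings of zinc among them, under N deprivation, in 19 under P and under Ca, in 12 under Mg, in 11 under S and in 9 under K deprivation. Among the larger groups, the Ca transporters (56 genes) had 20 called genes under N, 25 under P and 37 under Ca deprivation, against 11 under Mg, 10 under S and 1 under K deprivation. Of the 22 genes in the zinc/iron group, 14 were called under N, 13 under P, 17 under Ca and 2 under Mg deprivation, and 1 under S and under K deprivation. Several of the other groups hold fewer than 10 genes.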

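Over the 302 genes, the median absolute log2 fold change was 0.96 under Ca, 0.82 under P and 0.68 under N deprivation, against 0.44 under Mg, 0.41 under S and 0.32 under K deprivation. The list was drawn from DEGs in these libraries. The likelihood ratio test called 144, 167 and 188 of its genes under N, P and Ca, against 54, 58 and 28 under Mg, S and K. Larger changes, more groups with a call and a split by size of change were thus partly set by the list. Across these genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.766 between P and Ca, 0.478 between N and P and 0.371 between N and Ca deprivation. It was 0.101 between Mg and S, 0.266 between Mg and K and 0.144 between S and K deprivation, and from -0.0947 (N and K) to 0.225 (Mg and P) between a deprivation of the first 3 and one of the last 3. The same 3 control libraries enter every log2 fold change, which alone correlates them, and different controls were not tried for the 302 genes. Over all tested genes, a different control library for each deprivation gave a mean r of 0.274 to 0.357 among N, P and Ca. Among Mg, S and K it was -0.136 to -0.0487. Between a deprivation of the first 3 and one of the last 3 it ran from -0.129 (N and Mg) to 0.269 (P and S). Over all tested genes, P and S deprivation were thus about as alike as N and P deprivation. Hierarchical clustering was run with 2 distances and 3 linkages, both on all log2 fold changes and on log2 fold changes set to 0 for genes that were not called. N, P and Ca deprivation were parted from Mg, S and K deprivation in 8 of the 12 clusterings, which include the 6 on all log2 fold changes. In the other 4, average and complete linkage on the values set to 0 parted S or N deprivation alone from the rest.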

Finally, it is noteworthy that among the six macronutrients, only S and P deprivations led to a strong upregulation of genes encoding transporters involved in their own transport (Figure 3).

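In the group of S transporters, 15 of 38 genes were higher and 1 was lower under S deprivation, and in the group of P transporters 13 of 26 were higher and 5 lower under P deprivation, at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test. The median log2 fold change was 0.62 for the S transporters under S deprivation and 0.83 for the P transporters under P deprivation. For the other nutrients, 1 of 24 N transporters was higher and 6 were lower under N deprivation, 1 of 32 K transporters was higher under K deprivation, and 9 of 56 Ca transporters were higher and 28 lower under Ca deprivation. Among the 16 Mg transporters, 0 were called under Mg deprivation, with 2 at an unadjusted p of at most 0.05. When only the S deprivation and control libraries were fitted, 6 S transporters were higher. With P deprivation and control alone, 13 P transporters were higher. In the model of all conditions, other deprivations changed these groups too. Of the S transporters, 12 were higher and 5 lower under Ca, and 10 higher and 14 lower under P deprivation. Of the P transporters, 7 were higher and 5 lower under N, and 5 higher and 4 lower under Ca deprivation.

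The authors removed reads that mapped to several places, so the counts of near-identical copies on the A and C genomes of this species cover only the reads that tell the copies apart. BnaA02g10510D, a sulphate transporter, had 192 ± 15.2 CPM (SD, n = 3) under S deprivation and 2.70 ± 0.264 CPM in the control, a log2 fold change of 6.15 (standard error 0.31, adjusted p = 5.54e-09 from edgeR's quasi-likelihood test). For the sulphate transporter BnaC02g14670D, 131 ± 10.9 CPM (SD, n = 3) under S deprivation compared with 3.69 ± 0.506 CPM in the control (log2 fold change 5.15, standard error 0.28). BnaC07g18000D, also annotated as a sulphate transporter, reached 1.82 ± 0.368 CPM under S deprivation and had 0 counts in every control library, so it was at least 7.06-fold higher.

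Among the P transporters, the phosphate permease BnaA04g22280D had 35.6 ± 9.22 CPM (SD, n = 3) under P deprivation and 2.87 ± 1.44 CPM in the control, a log2 fold change of 3.63 (standard error 0.40, adjusted p = 6.12e-06 from edgeR's quasi-likelihood test). BnaA02g35630D, a protein with SPX and EXS domains, rose to 2.84 ± 0.621 CPM from 0.165 ± 0.154 CPM and was also called under Ca deprivation. BnaA07g24450D, with the same domains, had 2.24 ± 1.36 CPM under P deprivation; its control libraries were at or under 3 counts, and it was at least 8.72-fold higher.

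**Figure D2:**
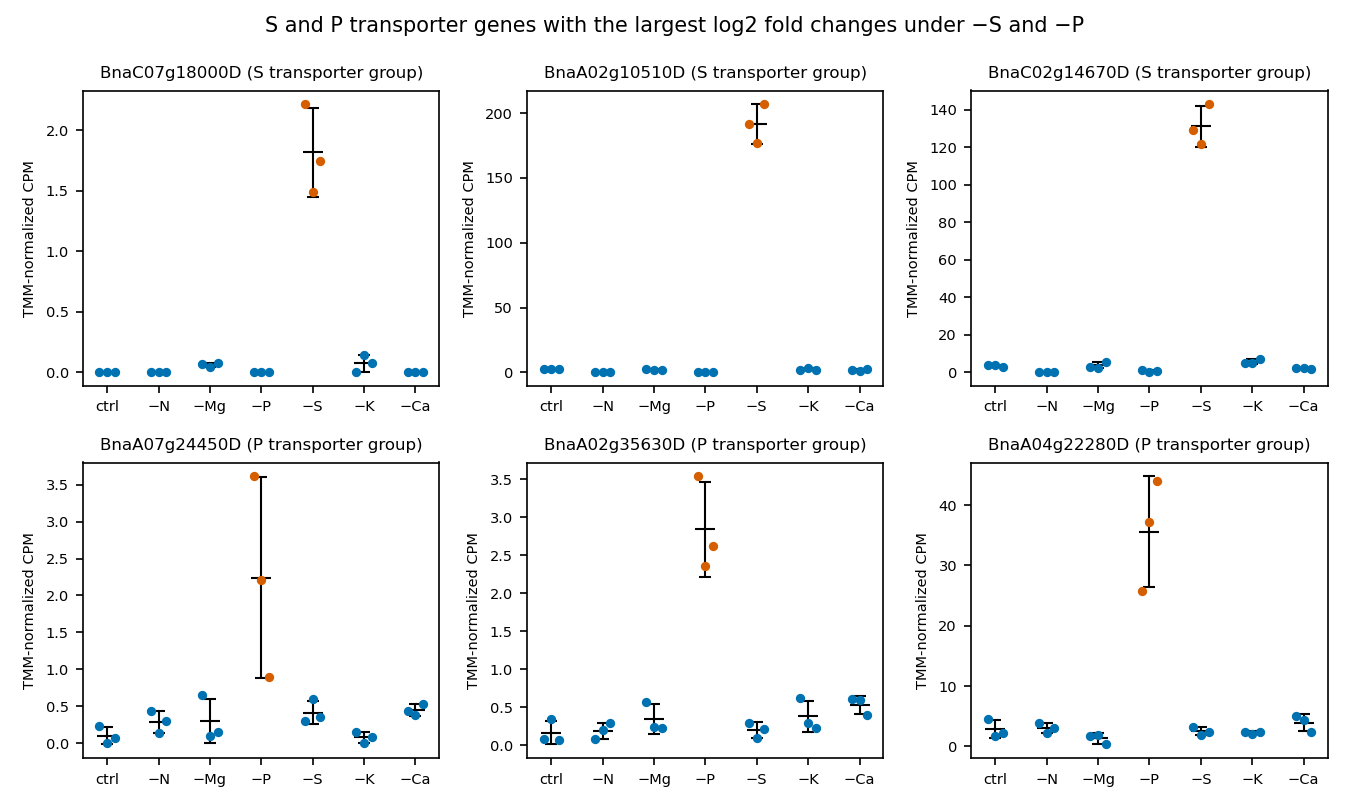
TMM-normalized CPM of 3 S transporter genes (top) and 3 P transporter genes (bottom) in each library of the control and the 6 deprivations. Points are libraries, orange for the deprivation of the transported nutrient, and bars give the mean and SD (n = 3); BnaA02g10510D averages 192 CPM under S deprivation and 2.70 CPM in the control.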

### 2.4. Identification and Functional Classification of DEGs Specific to a Single Macronutrient Deprivation

By comparing the DEG profiles identified for each macronutrient deprivation, it was possible to determine DEGs with similar modulation among clusters of two to six macronutrient deprivations or specifically modulated by one macronutrient deprivation (i.e., modulated in only one macronutrient deprivation or modulated in an opposite direction by another macronutrient deprivation; Figure 4).

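DEGs were compared between deprivations by direction: a gene higher under 1 deprivation counts as specific when it is called higher under none of the other 5, and likewise for lower genes. By this rule 28497 of the 56667 tested genes were called under at least 1 deprivation, and 2098 of them were called higher under some deprivation and lower under another. The rule rests on comparisons with the control; the deprivations themselves are compared directly only where this is stated.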

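Among the DEGs called in the same direction by exactly the deprivations named, the largest sets were those of P and Ca deprivation (2597 genes), N, P and Ca (2385), N and Ca (2061), N, P, S and Ca (1279) and N and P (1138). The sets that joined K to other deprivations held between 0 and 85 genes, and the largest of them was shared with N, P and Ca deprivation. P and S deprivation shared 996 genes, and Mg and Ca deprivation 211. A set can hold only as many genes as the deprivation with the fewest DEGs called.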

Looking at the genes that were common to *n* deprivations (2 < *n* < 6), the number of shared DEGs was dependent on the type of cluster being considered. For example, the N, P, and Ca macronutrient deprivation cluster shared 2308 (1081 up and 1227 down) DEGs, whereas the N, P, and K cluster only shared 18 (7 up and 11 down) DEGs, while only 15 DEGs (12 up and 3 down) were common to all six macronutrient deprivations. 

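Of the genes called in the same direction under N, P and Ca deprivation alone, 1112 were higher and 1273 lower. N, P and K deprivation alone shared 9 genes (5 higher and 4 lower), and 7 genes were called in the same direction under all 6 deprivations (6 higher and 1 lower). The last count changed with the model: 0 genes were common to the 6 deprivations when each was fitted with the control alone, with 31 at an unadjusted p of at most 0.05 in the same direction in all of them. With each of the 21 libraries left out in turn, it lay between 1 and 19, the N, P and Ca set between 1576 and 3571, and the N, P and K set between 5 and 15.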

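By comparison with the control, 3146 genes were specific to N deprivation (1412 higher and 1734 lower), 1248 to Mg (804 and 444), 6646 to P (3822 and 2824), 1006 to S (543 and 463), 187 to K (142 and 45) and 5235 to Ca deprivation (2501 and 2734). The fit of only the conditions compared changed the counts for Mg, S and K deprivation by the largest factor, to 16, 35 and 6 genes. A gene called under 1 deprivation and not under another is not thereby shown to differ between them. In direct comparisons in the same model, 640 of the genes specific to N deprivation (20.3%) differed in the same direction from each of the other 5 deprivations, as did 735 for Mg (58.9%), 939 for P (14.1%), 200 for S (19.9%), 119 for K (63.6%) and 1390 for Ca deprivation (26.6%).

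The deposited counts list these genes by identifier alone. Among the specific genes chosen by the rule set in advance was BnaA07g10130D, with 22.8 ± 2.21 CPM (SD, n = 3) under P deprivation. It had 0 counts in every control library and was at least 88.4-fold higher. Another was BnaC09g02580D, with 54.4 ± 43.2 CPM (SD, n = 3) under S deprivation. Its mean was at least 211-fold higher, but its S deprivation libraries ran from 16.8 to 101.6 CPM. Among the lower ones were BnaA06g35770D and BnaA06g35780D, which had 3.56 ± 0.572 and 2.88 ± 0.143 CPM (SD, n = 3) in the control and 0 counts in every library under Ca deprivation, at least 13.6-fold and 11-fold lower; with the likelihood ratio test neither was specific.

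**Figure D3:**
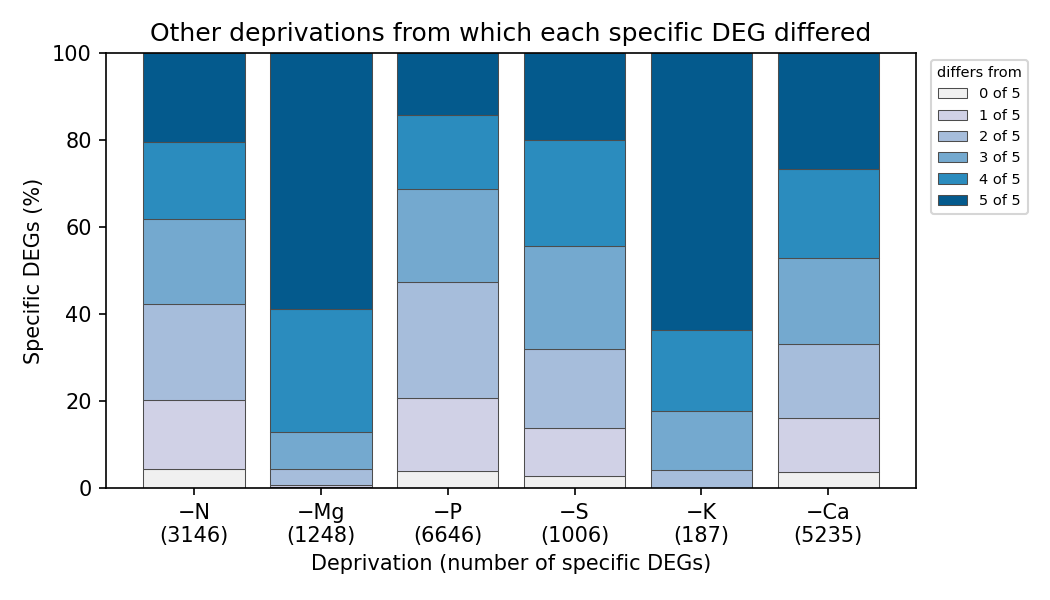
Share of the specific DEGs of each deprivation (number in brackets) by the number of other deprivations from which they differed directly in the same direction, at an adjusted p of at most 0.05. The darkest part, which differed from all 5, holds 58.9% of the genes for Mg, 63.6% for K and 14.1% for P deprivation.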

At a single deprivation level, 3282 (1547 up and 1735 down), 2011 (1170 up and 841 down), 6325 (3615 up and 2710 down), 1384 (741 up and 643 down), 439 (305 up and 134 down), and 5157 (2466 up and 2691 down) DEGs were specific to N, Mg, P, S, K, and Ca deprivation, respectively (Figure 4; Supplemental Data SD3). GO enrichment for “Biological Processes” was performed on sets of DEGs specific to each macronutrient deprivation (Supplemental Data SD4B). All enriched GO terms obtained for the N, Mg, S, and K deprivations (9, 18, 16, and 9, respectively) and a selection of the 20 most enriched GO terms for P and Ca deprivations are shown in Figure 5.

Despite an analysis focused on the DEGs specific to each macronutrient deprivation, very few biological processes unique to each element were identified, with the exception of the P and Ca deprivations, which affected energy metabolism (“ATP metabolic process”, “energy coupled proton transport down electrochemical gradient”) and signaling (“cellular response to chemical stimulus”, “signaling”, “signal transduction”, “cellular response to endogenous stimulus”, “response to chemical”, “response to stimulus” and “response to endogenous stimulus”), respectively. Indeed, the majority of enriched GO terms were related to ion transport, amino acids, carbohydrate, and, more importantly, sulfur metabolic processes, which were over-represented in five of the six macronutrient deprivations (Figure 5). Thus, enriched GO terms related to S metabolism were the following: “sulfur compounds metabolic process”, “sulfate reduction”, and “glutathione metabolic process” for N deprivation; “sulfur compound transport”, “sulfate transport”, “sulfur compounds metabolic process”, “glutathione metabolic process”, and “sulfate reduction” for S deprivation; “hydrogen sulfide biosynthetic process”, “hydrogen sulfide metabolic process”, and “sulfate assimilation” for Mg deprivation; “sulfur amino acid biosynthetic process” and “S-adenosylmethionine cycle” for K deprivation (Figure 5); and “sulfolipid metabolic process” and “sulfolipid biosynthetic process” for P deprivation (47th and 48th GO terms; Supplementary Data 4B). 

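Table 2 of the paper lists 62 entries, each a gene related to S metabolism under the deprivation to which the paper assigns it. With edgeR's quasi-likelihood test, 46 of the 62 were called in the listed direction (29 higher and 17 lower), and each of these 46 was specific to its deprivation. The fit of only the conditions compared called 21 of the 62, among them 3 of 27 under S and 1 of 7 under Mg deprivation. With the likelihood ratio test, which the paper's methods name, all 62 were called and specific, so the entries not called here reflect the change of test.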

To illustrate this point more precisely, the relative expression levels and the functional annotations of DEGs specific to each macronutrient deprivation and related to S metabolism are presented in Table 2.

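Among the 20 genes of S metabolism listed for N deprivation, 17 had lower and 3 higher counts than the control, and 13 were called (11 lower and 2 higher). The PAPS reductase gene BnaA09g20370D fell to 6.52 ± 0.663 CPM (SD, n = 3) under N deprivation from 37.2 ± 8.29 CPM in the control, a log2 fold change of -2.52 (standard error 0.20, adjusted p = 4.47e-07 from edgeR's quasi-likelihood test). Of the 5 PAPS reductase genes 4 were called, with log2 fold changes of the group between -2.52 and -1.00, and all 3 ATP sulfurylase genes, between -1.62 and -1.47. The call of BnaC01g22950D, an ATP sulfurylase gene, was lost in 5 of the 6 fits without 1 library. Of 5 glutathione S-transferase genes, 2 were called, both higher: BnaA09g14510D (log2 fold change 1.99) and BnaA09g14520D (1.37).

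The 7 genes listed for Mg deprivation are annotated as APS kinase. BnaC03g48570D and BnaA06g25000D were higher, at 52.9 ± 1.34 and 77.0 ± 2.77 CPM (SD, n = 3) under Mg deprivation and 12.6 ± 2.43 and 25.8 ± 6.70 CPM in the control, and both were lower than the control under N and Ca deprivation. The 5 others had negative log2 fold changes, of which 3 were called, and the calls of BnaA03g38670D and BnaCnng47170D were each lost in 3 of the fits without 1 library.

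Under P deprivation all 4 glycosyl transferase genes were called. BnaA10g27550D had 22.9 ± 2.99 CPM (SD, n = 3) against 0.263 ± 0.117 CPM in the control, a log2 fold change of 6.39 (standard error 0.36, adjusted p = 5.22e-09 from edgeR's quasi-likelihood test), and the lowest log2 fold change of the 4 was 2.31. Under K deprivation 3 of 4 genes were called: the cysteine synthase gene BnaAnng28500D (log2 fold change 0.98, adjusted p = 0.0208 from edgeR's quasi-likelihood test), the acireductone dioxygenase gene BnaA01g19100D (0.73, adjusted p = 0.0168) and the initiation factor 2B-related gene BnaA07g04420D (0.75, adjusted p = 0.0141). Their calls were lost in 5, 3 and 2 of the fits without 1 library, and in the fit of the K deprivation and control libraries alone.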

In a general way, specific DEGs mainly related to S assimilation (PAPS reductase, ATP sulfurase, APS kinase, cysteine synthase, homocysteine S-methyltransferase, glutathione synthase, and glutathione S-transferase) were downregulated in N and Mg deprivation, while P and K deprivations upregulated DEGs encoding enzymes involved in sulfolipid biosynthesis (glycosyl transferase), cysteine biosynthesis (cysteine synthase), and methionine salvage (acireductone dioxygenase). Finally, S deprivation resulted in a strong upregulation of specific DEGs related to sulfate transport and S assimilation (APS kinase, PAPS reductase, methionine synthase, S adenosylmethionine synthetase), while several DEGs encoding glutathione S transferase were downregulated (Table 2). 

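Under S deprivation 21 of the 27 listed genes were called, 18 higher and 3 lower. Of the genes listed as SULTR2.1, BnaA10g22050D had a log2 fold change of 3.90, with 4.45 ± 0.769 CPM under S deprivation and 0.296 ± 0.318 CPM in the control (SD, n = 3). BnaC09g46440D, with control libraries at or under 3 counts, had at least 7.35-fold higher counts, but its call was lost in 2 of the 6 fits without 1 library. Both SULTR2.2 genes, the SULTR4.1 gene and 1 of the 2 SULTR1.2 genes were called, with log2 fold changes from 0.73 to 1.62, but the calls of the SULTR4.1 gene BnaC03g05940D and the SULTR1.2 gene BnaA07g33860D were each lost in 5 of the 6 fits without 1 library. Neither of the genes listed only as sulphate anion transporter was called. All 4 PAPS reductase genes were called higher, with log2 fold changes from 0.62 to 1.31. BnaC01g13420D and BnaC07g37060D lost the call in 4 of the 6 fits without 1 library, and BnaA03g45080D and BnaA09g20370D in 2. The fit of the S deprivation and control libraries alone called 3 of the 27 listed genes: BnaA02g10510D, BnaC02g14670D and BnaC05g13350D. None of the PAPS reductase genes was among them. Under N deprivation all 4 PAPS reductase genes were lower than the control.

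Both APS kinase genes (BnaC09g08710D, log2 fold change 1.00, and BnaA09g08410D, 0.91) and the S-adenosylmethionine synthetase gene BnaA03g34510D were higher, the last with 396 ± 34.2 CPM (SD, n = 3) against 217 ± 79.0 CPM and a call lost in 5 of the 6 fits without 1 library. The methionine synthase gene BnaC09g39920D had 1091 ± 87.8 CPM (SD, n = 3) and 734 ± 161 CPM in the control and was not called (adjusted p = 0.0596 from edgeR's quasi-likelihood test). Of 7 glutathione S-transferase genes 5 were called, 3 lower and 2 higher. Of the 6 fits without 1 library, the call was lost in 4 for BnaC05g13360D, 3 for BnaC06g41890D and 2 for BnaA06g20200D. It was lost in 1 each for BnaA06g11500D and BnaC05g13350D. The lowest log2 fold change of the 7 was that of BnaC05g13350D, -1.89 (standard error 0.37, adjusted p = 0.00845 from edgeR's quasi-likelihood test). It had 5.39 ± 0.697 CPM (SD, n = 3) against 19.9 ± 3.41 CPM in the control.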

In the same way, GO enrichment performed with all specific DEGs highlighted terms related to ion transport (“transmembrane transport”, “cadmium ion transport”, “sulfur compound transport”, “sulfate transport”, “inorganic anion transport”, “metal ion transport”, “zinc ion transport”, “transition metal ion transport”) in four of the macronutrient deprivations (N, Mg, S, and K). Among DEGs specific to each macronutrient deprivation, the expression patterns of the 164 DEGs belonging to the set of 302 DEGs related to ion transport, as defined in the Material and Methods section, were analyzed (Figure 6 and Supplemental Data SD5).

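With the quasi-likelihood test, 146 of the listed ion transport genes were specific to at least 1 deprivation. They made up 160 entries, since a gene can be specific in one direction to one deprivation and in the other direction to another: 39 for N (17 higher and 22 lower), 19 for Mg (13 and 6), 36 for P (15 and 21), 17 for S (14 and 3), 3 for K (3 and 0) and 46 for Ca deprivation (15 and 31). Fitting each deprivation with the control alone left 113 specific genes. With the likelihood ratio test 164 genes were specific, with 47 entries for N, 28 for Mg, 31 for P, 22 for S, 14 for K and 44 for Ca deprivation.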

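Specific transporter genes were found in 16 of the 21 named groups, zinc in both its spellings among them, for N deprivation, 13 for P, 12 for Ca, 9 for Mg, 8 for S and 3 for K deprivation. In the group of the deprived nutrient itself, 2 of the N transporters were specific to N deprivation (both lower), 8 of the P transporters to P deprivation (6 higher and 2 lower), 9 of the S transporters to S deprivation (9 higher), 1 of the K transporters to K deprivation (higher) and 10 of the Ca transporters to Ca deprivation (2 higher and 8 lower). The group of Mg transporters had no gene called under Mg deprivation.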

Irrespective of the macronutrient deprivation, specific genes related to the transport of the deprived nutrient and/or other nutrient transports were modulated. Although only specific DEGs were considered, it was evident that the transport of Ca and Zn/Fe were affected by all macronutrient deprivations.

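Among the 56 Ca transporters, 4 were specific to N deprivation, 6 to Mg, 5 to P, 2 to S, 1 to K and 10 to Ca deprivation. Of the 22 transporters in the zinc/iron group, 2 were specific to N deprivation (both lower), 2 to Mg (both lower), 1 to P (lower), 1 to S (higher), 1 to K (higher) and 3 to Ca deprivation (2 higher and 1 lower). With the likelihood ratio test the numbers for this group were 2, 3, 1, 1, 5 and 3 in the same order.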

### 2.5. Metabolic Profiling of Individual Macronutrient Deprivations

Because transcriptomic analysis suggested that macronutrient deprivations broadly affected plant metabolism, an untargeted metabolomic approach was performed on roots of *Brassica napus*. For each macronutrient deficiency, a chemical similarity clustering of the principal classes of metabolites was performed by ChemRICH software (v4.0) using all the metabolites modulated compared to the control in order to highlight the main affected biological processes (Supplementary Data SD6; Figure 7).

Among the six macronutrient deprivations, K and S deprivations led to the lowest number of enriched metabolic classes with mainly “amino acids” and “indoles” for both, “flavonoids” for K deprivation, and “cinnamates” and “adenine nucleotides” for S deprivation. On the other hand, the N, P, and Ca deprivations were associated with the greatest enrichment of metabolic classes, among which it can be found again the “amino acids”, the “indoles”, and the “flavonoids”, but also several metabolic classes common to these three deprivations, such as “adenosine”, “xanthines”, “azoles”, “coumaric acids”, “oligopeptides”, and “cinnamates”. Interestingly, only Mg deprivation led to an enrichment of certain metabolic classes that were not found in any other deficiency. Thus, even though classes such as “amino acids” and “indoles” were once again highlighted, the “DIHODE” and “unsaturated fatty acids” classes were specifically enriched in response to Mg deprivation. Since there were few metabolic classes specifically enriched by one deprivation, an analysis at the metabolite scale was performed to try to discriminate the deprivations. Compared to the control, there were 451 metabolites overall that were significantly modulated (*p*-value < 0.001 and ratio >2) in at least one macronutrient deprivation, and these were further characterized (Supplementary Data SD7). From multivariate analysis, the 38 most discriminating metabolites (VIP > 4) for the six macronutrient deprivations were identified and assigned to major biochemical categories (Figure 8).

These discriminating compounds mainly belonged to “lipids”, “phospholipids”, “phenylpropanoids”, “S-containing compounds”, and, to a lesser extent, “organic acids”, “sugar related”, and “alkaloids”. Broadly, N deprivation mainly led to an accumulation of phenylpropanoid and a few phospholipid compounds, while Mg deprivation was principally associated with an accumulation of phospholipids and a decrease in phenylpropanoids. P deprivation led, among other things, to a decrease in phenylpropanoids and an accumulation of S-containing compounds, whereas S deprivation tended towards a decrease in these compounds. Under Ca deprivation, there was an accumulation of compounds belonging to different biochemical categories (one sugar related, one organic acid, one phenylpropanoid, and several S-containing compounds) and especially a strong decrease in phospholipids. Finally, K deprivation had the least impact on the metabolome, with only a decrease in some phenylpropanoids and an accumulation of one sugar-related and a few S-containing compounds.

## 3. Discussion

Maintaining the yield and quality of harvested products to support the food needs of the human population and reducing the use of inputs while managing the influence of climate change on nutrient availability requires a better understanding of plant responses to nutritional deficiencies and earlier diagnosis of their occurrence. This is especially true for crop species such as *Brassica napus*, which are highly demanding of fertilizers [42,43,44]. In this context, the objective of this study was to provide early insights into the major molecular changes in *Brassica napus* subjected to six individual macronutrient (N, Mg, P, S, K, and Ca) deprivations, with the aim of assessing them before they initiate large macroscopic changes (growth and photosynthesis). Consequently, molecular analysis were performed after ten days of deprivation when no decreases in root biomass or photosynthesis activity were observed, except for the P and N deprivations, respectively, where small changes were observed (Table 1; Supplementary Data SD8).

### 3.1. Macronutrient Deprivations Led to Profound Transcriptomic and Metabolomic Modifications in Roots

A large number of DEGS were found in roots under each of the macronutrient deprivations considered. A GO term enrichment analysis of these DEGs indicated that each macronutrient deprivation was associated with extensive changes, mostly related to the metabolism of the deprived nutrient, which was expected, but also related to other metabolic pathways and thus highlighting the interactions between elements. Compared to the other elements, K deprivation resulted in the smallest panel of DEGs (1470 DEGs, with 984 upregulated, and 486 downregulated), as previously observed in rice by [33]. This observation can be explained by the role of K as a monovalent cation mainly found in the vacuole that is especially involved in osmoregulation, rather than it participating in the direct biosynthesis of organic compounds [3,25]. Among the top five GO terms found in the enrichment analysis, four were related to oxidative responses. This is in agreement with several studies reporting strong links between ROS metabolism and K deficiency [45,46,47]. In contrast, P deprivation modulated the root transcriptome of *Brassica napus* the most, with changes in 17,387 DEGs (8839 upregulated and 8548 downregulated; Figure 1B) that belong to a large number of GO biological process terms mainly related to N metabolism (Figure 2), but also phosphorylation and energy metabolism (Supplementary Data SD4A). The effects of P deprivation on energy production [44,48,49] and its interactions with N metabolism are quite well documented [50]. Similarly, our study also highlighted these kinds of interactions in response to N deprivation. Indeed, N deprivation modulated 12,565 DEGs and in addition to the expected GO terms related to amino acid and proteins synthesis, there were enriched GO terms related to P metabolism such as “protein phosphorylation”, “phosphorylation”, and “phosphorus metabolic”. Similarly, the well-known N/S interaction [51,52] was also emphasized because S-related GO terms and N-related GO terms were observed under N and S deprivations, respectively. In addition, among the 3251 DEGs that responded to Mg deprivation, some of them were associated with C and N metabolisms [53] while others were related to S metabolism. Finally, with Ca being a well-known cellular messenger [22], it is not surprising that its deprivation generated a large panel of DEGs (15842), most of which were enriched GO terms related to signaling such as “protein phosphorylation”, thus highlighting a Ca/P interplay. These results are in agreement with previous studies performed in rice that indicated an association of Ca deprivation with the modulation of large panels of genes predominantly related to signaling [41].

Altogether, these GO enrichment analyses show that alongside metabolism and cellular processes directly related to the deprived nutrient, some other terms corresponding to more generic cellular processes were also systematically impacted. The best example is the GO term “ion transport”, which was enriched in response to all macronutrient deprivations (Figure 2 and Supplementary Data SD4B). Confirmation was given by the targeted analysis that focused on the 302 DEGs encoding ion transporters, which indicated that all macronutrient deprivations modulated the expression of genes encoding transporters for the deprived nutrients, and at the same time influenced genes belonging to other ion transporter categories (Figure 3). For example, P and S deprivations led to an upregulation of gene sets that encoded their own root transporters, as previously described in different plant species [11,54,55], but also a modulation of the expression of genes encoding other ion transporters (Figure 3). This wide-ranging modulation of the gene expression of numerous elemental transporters can be linked to recent studies performed in *Brassica napus* and *Triticum aestivum* where nutrient uptake and the element composition of plant tissues were broadly modified in response to a single macronutrient deprivation [9,11]. These generic responses observed in roots of plants subjected to six single macronutrient deprivations could be a consequence of the crucial roles of macronutrients in primary metabolism reported by many authors [3,12,13].

In addition, for each macronutrient deficiency, a metabolomic approach was implemented. The comparative analysis of metabolomic and transcriptomic modulations should have facilitated the deciphering of the biological processes involved in the response to macronutrient deprivation, but the overall connection between transcriptomic and metabolomic results remained elusive. This difficulty has been reported previously for nitrogen starvation in *Arabidopsis thaliana* by [56]. Nevertheless, in our study, chemical similarity clustering of major metabolite classes (Supplementary Data SD6 and Figure 7) revealed that the macronutrient deficiencies that resulted in the greatest number of enriched metabolite classes were also those with the greatest number of DEGS (N, P, and Ca deprivations; Figure 1B and Figure 7), and vice versa (S, Mg, and K deprivations; Figure 1B and Figure 7). Furthermore, all macronutrient deprivations led to an enrichment of the “amino acid” class, which is in agreement with a previous study also showing that P, K, Ca, or Mg macronutrient deficiencies all led to amino acid accumulation in bell pepper leaves and roots [57]. This accumulation of amino acids is consistent with GO enrichment analyses that show that all macronutrient deficiencies enriched protein synthesis and amino acid-related GO terms (“translation” and/or “ribosome” for N, S, P, and Ca deprivation and “metabolic/catabolic process of alpha amino acids” for Mg and K deprivation; Figure 2). It can be noticed that the enrichment analysis of metabolic similarities does not provide evidence for deprivation-specific metabolism. Indeed, with the exception of the metabolic classes “unsaturated fatty acids” and “DiHODE” that were specifically enriched in response to Mg deprivation, the other enriched metabolite classes (e.g., “amino acids”, “flavonoids”, “cinnamate”, “coumaric acid”, “indoles”, and “xanthine”) were always common to at least two deprivations.

### 3.2. Identification of Sets of DEGs and Metabolomic Profiles Specific to Each Macronutrient Deprivation

When considering the molecular responses to each macronutrient deprivation separately, it is not possible to identify a set of DEGs or metabolites specifically affected by each one. Only a few studies have compared the transcriptome response to several nutrient deprivations simultaneously, and even then, such work has been restricted to deficiencies in the three major macronutrients, N, P, and K [58,59]. To our knowledge, the only other work examining the effects of a large group of macronutrients is a study that was performed on 13 different nutrient availability anomalies in Arabidopsis [58]. However, even though this earlier study is relevant and provided new insights, the meta-analysis used had some limitations due to the dataset being derived from independent experiments that were performed with various genotypes, growing conditions, and treatment procedures. The strength of our study is the simultaneous deprivation of six individual macronutrients, which allowed us to carry out a comparative analysis of the molecular responses of each deprivation. Consequently, it was possible to identify DEGs common to several macronutrient deficiencies. As expected, those that shared the most DEGs (Figure 4, Supplementary Data SD3) were deprivations that involved macronutrients for which metabolic interactions were highlighted in the overall analysis discussed earlier (i.e., N, P, S, and/or Ca deprivations). In contrast, it was only when Mg and K deprivations were included that less common DEGs were found. More interestingly, this comparative analysis enabled the identification of a novel set of DEGs that were specifically upregulated and downregulated for each individual deprivation and for each of the six macronutrients (Figure 4, Supplementary Data SD3). In all cases, large sets of specific DEGs were identified (6325, 5157, 3282, 2011, 1384, and 439 for P, Ca, N, Mg, S, and K deprivation, respectively). Surprisingly, although these DEGs were specific to individual macronutrient deprivations, their GO enrichment analysis highlighted biological processes that were common to several macronutrient deprivations. This apparent discrepancy can be explained by the possibility that different specific DEGs may encode different enzymes involved in the same metabolic pathway or even encode different isoforms of the same enzyme.

To illustrate this, we focused on the S-related and transport biological process GO terms that were enriched in five and four out of the six macronutrient deprivations, respectively (Figure 4 and Figure 6). While a few specific DEGs encoded enzymes or transporters related to S that were found in only one macronutrient deprivation (e.g., glycosyl transferase or S transporter (SULTR) for P or S deprivation, respectively), numerous specific DEGs encoded different isoforms of the same enzyme found in several macronutrient deprivations, such as APS kinase in the N, Mg, and S deprivations (Table 2). This enrichment of the S metabolic pathways by specific DEGs for each macronutrient deprivation could be a consequence of the central role of S metabolism in the cell. Indeed, S metabolism provides cysteine for protein and glutathione synthesis, but also sulfated secondary metabolites involved in oxidative stress homeostasis in plants subjected to various stress conditions [60]. Considering specific DEGs encoding ion transporters, similar conclusions could be made because the transport of a given nutrient can be affected by several macronutrient deprivations through regulation of isoforms specific to each macronutrient deprivation. These two examples focusing on genes related to S and transport illustrate how several elements can interact in the transport and metabolism of other elements by modulating specific targets, and thus highlight the complexity of mineral interactions [3].

Similarly, the metabolic pathway enrichment analysis of all metabolic data focused on the 38 most discriminating metabolites (VIP > 4) but did not enable the identification of a specific metabolic pathway for any macronutrient deprivation (data not shown). Considering the biochemical classification and hierarchical clustering of the 38 most discriminating compounds, even though some trends seemed to emerge (e.g., loss of S-containing compounds and accumulation of phenylpropanoids under S and N deprivations, respectively), no clear evidence of a specific response to macronutrient deprivation could be found (Figure 8).

### 3.3. Towards Molecular Indicators to Discriminate Macronutrient Deficiencies

Diagnosis of a specific macronutrient deprivation can be challenging because the phenotypic and physiological responses are generally common [3], and therefore, there is little discriminating power. Over the past few decades, a handful of targeted transcriptomic approaches have been carried out [61,62,63,64], but they most often failed because the low number of gene candidates that were identified were modulated by deprivations in other macronutrients. To overcome this difficulty, one solution is to use a large-scale transcriptomic approach. This has been conducted by several authors, but most of the time, the limited number of macronutrient deprivations studied does not ensure that candidate genes are truly specific for a given macronutrient deprivation. The originality of the present study was to perform a comparative molecular analysis (transcriptomic and metabolomic) of six macronutrient deprivations (N, Mg, P, S, K, and Ca). For the first time, a large dataset of DEGs (amongst which 9844 were up-regulated, Figure 4) specific to each individual macronutrient deprivation is now available, from which a subset of specific DEGs could be extracted to detect each macronutrient deprivation. Concomitantly, this study also provides metabolomics analysis for the six macronutrient deprivations. Only a few metabolites seem to be specific to a macronutrient deprivation (methyl cinnamate, 6-methyl-5-{3-[2-(trifluoromethyl)phenoxy]propoxy}-2,4(1H,3H)-pyrimidinediimine, 1-linoleoyl-2-hydroxy-sn-glycero-3-phosphatidylcholine and 1-(9Z,12Z-octadecadienoyl-2-hydroxy-sn-glycero-3-phosphocholine for N deprivation; uridine 5′-diphosphogalactose for K deprivation; and d−(+)-malic acid for Ca deprivation; Figure 8). Nevertheless, taken together, the 38 most discriminating metabolites provide a specific metabolomic profile for the six individual macronutrient deprivations that could also be used as potential indicators of each macronutrient deprivation.

Results from our study constitute a relevant candidate database that foreshadows the development of a diagnostic tool for macronutrient deprivations. Nevertheless, numerous steps are still needed to reach this goal. This large data set of DEGs could be reduced, for example, by extracting those that are also expressed in other tissues such as leaves and considered generic if they are found in different cultivated species. Finally, it might be necessary to check the specificity of the molecular candidates when plants are faced with other biotic and abiotic stresses and/or multiple macronutrient deprivations. Ultimately, such a diagnostic tool could allow early and accurate detection of nutritional deficiencies in order to improve the management of field crop fertilization.

## 4. Material and Methods

### 4.1. Plant Material and Growth Conditions

Oilseed rape (*Brassica napus* cv. Trezzor) was grown in a greenhouse (20 °C day/15 °C night) in controlled hydroponic conditions. Seeds were germinated on perlite over demineralized water for five days in the dark and then under natural light until the first leaf appearance. At this stage, 10 seedlings were transferred into 10 L plastic containers (400 × 300 × 115 mm), each holding ten seedlings that were exposed to natural light supplemented by high-pressure sodium lamps (HPS 400 Watt, Hortilux Schreder, Monster, Netherlands), which, in combination, attained 350 μmol m^−2^ s^−1^ of photosynthetically active radiation for 16 h. As previously described by [9,10], the complete nutrient solution contained: 1 mM KNO_3_, 1.25 mM Ca(NO_3_)_2_, 0.2 mM KH_2_PO_4_, 0.4 mM MgSO_4_, 0.5 µM NaFe-EDTA, 50 µM NaFe-EDDHA, 10 μM H_3_BO_3_, 3 μM MnSO_4_, 3 μM ZnSO_4_, 0.7 μM CuSO_4_, 0.008 μM (NH_4_)_6_Mo_7_O_24_, 0.1 μM CoCl_2_, 0.15 μM NiCl_2_, 0.9 mM Si(OH)_4_, 0.5 mM CaCl_2_, 0.1 mM KCl, 0.01 µM Na_2_SeO_4_, 0.1 mM K_2_SO_4_, and 0.2 mM Na_2_SiO_3_ buffered to pH 6.8 with 0.36 mM CaCO_3_. The NO_3_^−^ concentration was monitored with nitrate test strips (Macherey-Nagel, Düren, Germany) in order to maintain optimal nutrition conditions. The nutrient solution was continuously aerated and renewed each time the NO_3_^−^ concentration reached thirty percent of its initial concentration.

After 24 days of growth with the complete nutrient solution, plants were separated into seven subsets: control plants, which were left in the complete nutrient solution, and six other groups that received a specific solution deprived of a single macronutrient (−N, −Mg, −P, −S, −K, or −Ca). These nutrient-deficient solutions adapted from the complete solution as previously described by [9] are detailed in Supplemental Table SD1. Throughout the deprivation treatments, photosynthetic activity was assessed every three days with a Li-6800 portable photosynthesis system (LI-COR, Lincoln, NE, United States) at 1000 µmol m^2^ s^−1^ of photon flux density (PFD) with chamber settings (i.e., temperature and relative humidity) matching environmental conditions.

For each treatment (control and macronutrient deprivations), five replicates of two individual plants were harvested after 10 days of macronutrient deprivation. This duration of privation was chosen according to [65] and [66] so that plants were harvested before a significant decrease in growth would occur in response to the macronutrient deprivation. After shoot and root fresh weight determination, root sample was split into two homogenous aliquots. One was frozen in liquid nitrogen and stored at −80 °C for transcriptomic and metabolomic analysis. The other was dried for 72 h at 70 °C for dry weight determination and elemental analysis performed with Isotopic-Ratio Mass Spectrometry (IRMS) for N and S and high-resolution Inductively Coupled Plasma Mass Spectrometry (ICP-MS) for all other elements, as previously described in Courbet et al. (2021).

### 4.2. RNA Extraction, Reverse Transcription and Q-PCR Analyses

Total RNAs were extracted from 200 mg of fresh root samples previously powdered using a mortar containing liquid nitrogen, according to the protocols of [67,68]. Briefly, 750 μL of hot phenol (80 °C, pH 4.3) and 750 μL of extraction buffer (0.1M TRIS, 0.1M LiCl, 0.01M EDTA, 1 % SDS (*w*/*v*), pH 8) were added and the mixture was vortexed for 40 s. Then, 750 μL of chloroform:isoamylalcohol (24/1: *v*/*v*) was added before centrifugation at 15,000× *g* for 5 min at 4 °C. The supernatant was recovered and 750 µL of a 4M LiCl solution (*w*/*v*) were added for nucleic acid precipitation overnight at 4 °C. The mixture was then centrifuged at 15,000× *g* for 20 min at 4 °C, the supernatant was removed, and 100 μL of sterile water was used to suspend the pellet. Extracted RNAs were purified by DNAse digestion using RNA Clean & Concentrator kits (Zymo Research, Irvine, CA, USA). Total RNA quantification was evaluated by spectrophotometry at 260 nm (BioPhotometer, Eppendorf, Le Pecq, France) before Reverse Transcription (RT). A 1 µg quantity of total RNAs was converted to cDNAs using an iScript cDNA synthesis kit (Bio-Rad, Marne-la-Coquette, France).

For qPCR, 4 µL of 100× diluted cDNAs were added to 11 µL of 1X SYBR Green Master Mix (Bio-Rad, Marne-la-Coquette, France) containing 0.5 µM of specific primers. Amplification reactions were performed with a real-time thermocycler (CFX96 Real Time System, Bio-Rad, Marne-la-Coquette, France) using the following three step program: an activation step at 95 °C for 3 min, 40 cycles of denaturation at 95 °C for 10 s, and finally, an extending step at 60 °C for 40 s. For q-PCR amplifications, the primers used are provided in Supplemental Table SD2A. For each pair of primers, threshold values and PCR efficiency (≈100%) were determined using a range of serial cDNA dilutions. The single peak in the melting curves and the sequencing of the amplicon (Eurofins, Nantes, France) validated the specificity of the amplification for each primer pair. Gene expression in the roots of macronutrient-deprived plants was calculated relative to the control with the ΔΔCt method using the following equation:

Relative expression = 2^−ΔΔCt^

With

ΔΔCt = ΔCt_sample_ − ΔCt_control_ (1)

and

ΔCt = Ct_target gene_ − Ct_housekeeping gene_ (2)

Using this method, root relative expression of the target gene in the control sample (without nutrient deprivation) was equal to 1 [69].

### 4.3. Transcriptomic Analysis by RNA-Sequencing (RNA-Seq)

The RNA-seq samples were obtained with Illumina NexSeq500 from POPS platform of Institute of Plant Science (IPS2) in Paris-Saclay (France). RNA-seq libraries were generated with the TruSeq Stranded mRNA protocol (Illumina^®^, California, CA, USA) with an average size of 260 bp and were sequenced in paired-end (PE) mode with a read length of 75 bases on the NextSeq500 with approximately 25 million PE reads per sample. To remove poor quality sequences, classical trimming (Qscore > 20, read length > 30) was performed and the STAR_2.5.2a mapper was used to align reads against the *Brassica napus* transcriptome (with local option and other default parameters). The abundance of each of the (annotation V5 from Genoscope accessed in February 2021: http://www.genoscope.cns.fr/brassicanapus/data/) was evaluated by unequivocal mapping of the PE reads to each gene. According to this method, 25% of reads were unmapped and 10% of reads with multi-hits were removed. Finally, 65% of reads may have combined with a gene without ambiguity.

Differential analysis of each gene followed the procedure described in [70]. Library size was normalized using the trimmed mean of M-values (TMM) method and count distribution was modeled with a negative binomial generalized linear model. Dispersion was estimated by the edgeR method (V1.12.0, [71]). Gene expression was compared between each macronutrient deprivation and control plants using the likelihood ratio test, and *p*-values were adjusted by the Benjamini–Hochberg procedure to control the False Discovery Rate (FDR, *p*-value < 0.05). We chose to consider a gene as differentially expressed (DEG) for an adjusted *p*-value ≤ 0.05, whatever the absolute value of the “Log2 fold change” (Supplementary Data SD3). Fragments Per Kilobase Million (FPKMs) were calculated for visual analysis only and were obtained by dividing normalized counts by gene length. PCA was performed with the FactoMineR 2.3 package under R (v 3.6.3) using log2-transformed normalized expression data.

RNA-seq expression data were validated by using eight DEGs with contrasting fold changes for RT-qPCR analysis. RT and qPCR were performed following the protocol described previously. Results of RT-qPCRs are presented in Supplemental Data SD2B.

### 4.4. RNA-Seq Bioinformatic Analysis

Gene ontology enrichment analysis for Differentially Expressed Genes (DEGs) was performed with gene ontology (GO) information slimmed to plants using g:Profiler (version e103_eg50_p15_eadf141) with the g:SCS multiple testing correction method (threshold of 0.05; [72]) and ReviGO (version February 01, 2021, with medium allowed similarity; [73]).

Among genes that are differentially expressed for at least one macronutrient deprivation, a set of *Brassica napus* DEGs was generated by filtering for the occurrence of the “transport” term in the annotation V5 from Genoscope. This list was supplemented with a set of DEGs associated with the GO term “ion transport” (GO:0006811) extracted from Amigo2 and unambiguously related to the transport of known elements (B, Ca, Cd, Cl, Co, Cu, F, Fe, K, Mg, Mn, N, Na, Ni, P, S, and Zn). This set of 302 DEGs encoding ion transporters is presented in Supplemental Data SD5.

### 4.5. Element Analysis by Mass Spectrometry and Uptake Calculation

As previously described by [9], dried samples were ground with 4 mm diameter inox beads using an oscillating grinder (Mixer Mill MM400, Retsch, Haan, Germany). Most macroelement (Mg, P, S, K, Ca) concentrations were quantified with 40 mg of dry powder previously subjected to mineralization, using high-resolution inductively coupled plasma mass spectrometry (HR-ICP-MS, Element 2^TM^, Thermo Fisher Scientific, Bremen, Germany) following the procedure described in [64].

Total N measurement was analyzed with 1.5 mg of fine powder placed in tin capsules before analysis with an isotope-ratio mass spectrometer (IRMS, Isoprime, GV Instruments, Manchester, U.K.) linked to a C/N/S analyzer (EA3000, Euro Vector, Milan, Italy).

Whole plant quantity (i.e., sum of all tissue quantities) was determined before the 10-day net uptake calculation as follow:

$$10\;day\;net\;uptake=\overset{n}{\underset{i\;1}{\sum }}Q_{Day\;10}-\overset{n}{\underset{i\;1}{\sum }}Q_{Day\;0}$$

where *n* = 5 tissues (roots, mature leaves, young leaves, mature petioles, young petioles) and Q = quantity of each element. This calculation was performed with consideration of all random combinations between the set of five replicates of Day 0 and Day 10. Thus, 10-day net uptake is indicated as the mean ± S.E for *n* = 25.

### 4.6. Untargeted Metabolic Profiling Using UPLC-MS/MS

Fifty milligrams of ground frozen root tissues were weighed and extracted with 1 mL of 70% MeOH (Optima LCMS grade, Fisher, U.K.), 29% H_2_O (Milli-Q, 18.2 MΩ·cm, Millipore, MA, USA) and 1% formic acid (LCMS grade, Fluka analytics, Germany). After extraction, samples were centrifuged, and the supernatant was collected for UPLC-MS/MS (ultra-performance liquid chromatography-tandem mass spectrometry) analysis. For the UPLC-MS/MS analysis, the separation and the detection were accomplished using an Acquity UPLC system (Waters, MA, USA) coupled to a Xevo G2-S QTof mass spectrometer (Waters) equipped with an LockSpray electrospray ionization (ESI) source. Sample separation was carried out by injecting 10 µL into an HSS T3 C18, 2.1 × 100 mm, 1.8 µm column (Waters) at a flow rate of 0.5 mL min^−1^, and the column oven was maintained at 40 °C. The mobile phases were composed of solvent A (Milli-Q water containing 0.1% formic acid) and solvent B (acetonitrile containing 0.1% formic acid). The separation was achieved by the following gradient: 0–1 min at 98% A, 1–7 min from 98% to 0% A, maintained at 0% A to 9 min, 9–10 min from 0% to 98% A, maintained at 98% until 12 min for column regeneration. The MS analysis was carried out in positive and negative ionization modes with the following parameters: source voltage 0.5 kV (pos) and 2.5 kV (neg); cone voltage 40 V; source temperature 130 °C; desolvation gas temperature 550 °C; desolvation gas flow 900 L/h. Mass spectra were acquired in MSE mode from 50 to 1200 *m*/*z* at 0.1 s scan^−1^. The ramp collision energy was set at 25 to 40 V. For each macronutrient deprivation, all metabolites significantly modulated compared to control are listed in Supplemental Data SD7. Compound IDs were added to each metabolites using ChemSpider. A chemical similarity enrichment analysis was performed using ChemRICH [74,75] which determines metabolite groups by hierarchical Tanimoto map. The *p*-value of each enriched group is given by the Kolmogorov-Smirnov test.

### 4.7. Statistical Analysis

Statistical analysis was based on five independent replicates each consisting of a pool of two individual plants, except for transcriptomic data, for which three independent replicates were used. Thus, plant biomass and photosynthesis are indicated as the mean ± S.E for *n* = 5, while net nutrient uptake was given as the mean ± S.E. for *n* = 25. Statistical analyses were performed using R software (v4.0.3) [76] and R Commander (v2.7-1). Significant differences between macronutrient deficient plants and control plants were determined using Student’s *t*-test. Heatmaps and clustering were generated with R Commander (v2.7-1) from the heatmap 2 package or the Morpheus-Broad Institute (https://software.broadinstitute.org). Regarding the metabolomics data, multivariate analysis was performed and allowed us to assign a variable importance in projection (VIP) score to each metabolite in order to determine the relative contribution of each metabolite to discriminate each macronutrient deficiency from the other.

## Figures and Tables

**Figure 1:**
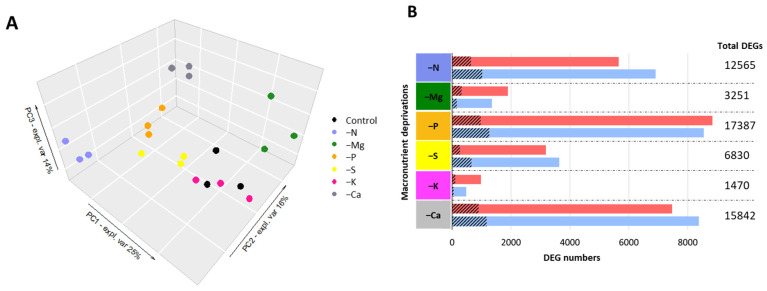
(**A**) Principal component analysis (PCA) score plots of normalized counts of *Brassica napus* roots projected onto the subspace spanned by components 1 (PC 1), 2 (PC2), and 3 (PC3). Roots samples (*n* = 3) are colored according to the nutritional status (control and macronutrient deprived). (**B**) Number of total DEGs and upregulated (red) and downregulated (blue) differentially expressed genes (DEGs). Hatched areas correspond to the number of DEGs with “unknown” annotation.

**Figure 2:**
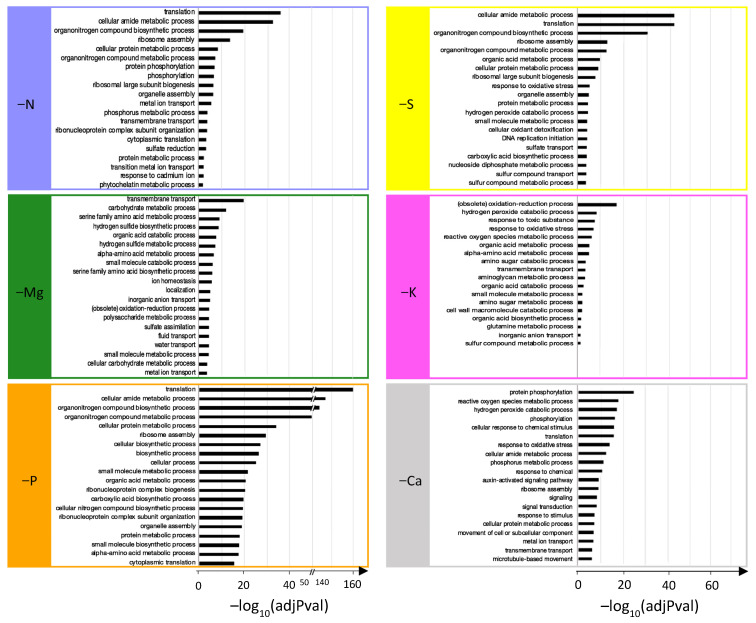
Top 20 significantly enriched “biological process” GO terms from DEGs of *Brassica napus* roots subjected to N, Mg, P, S, K, or Ca deprivations.

**Figure 3:**
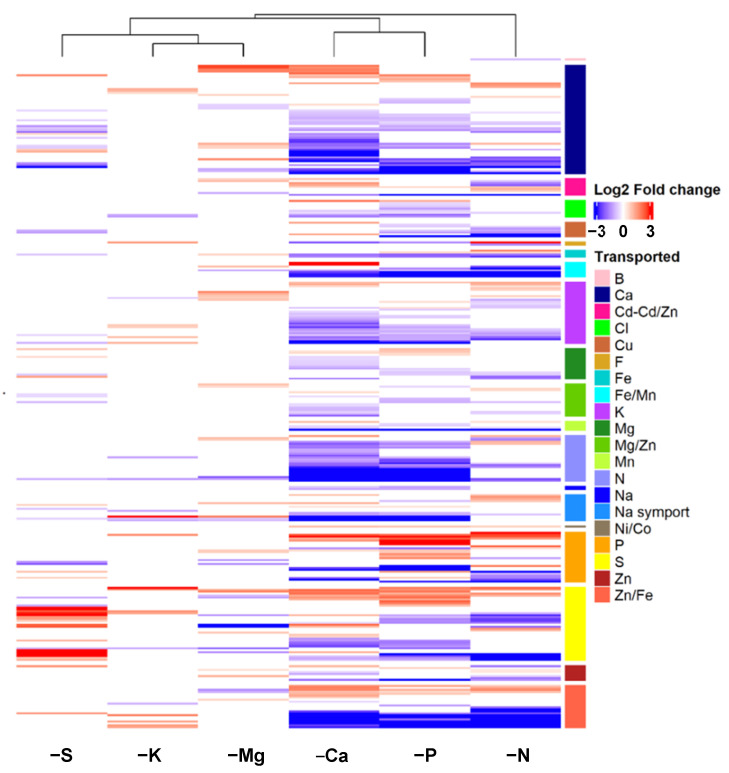
Log2 fold changes ratio of the 302 DEGs belonging to the “ion transport” group and clustered according to transported element. DEGs in roots of *Brassica napus* subjected to six individual macronutrient deprivations with significant (*p* < 0.05) upregulation (red) and downregulation (blue) compared to control plants.

**Figure 4:**
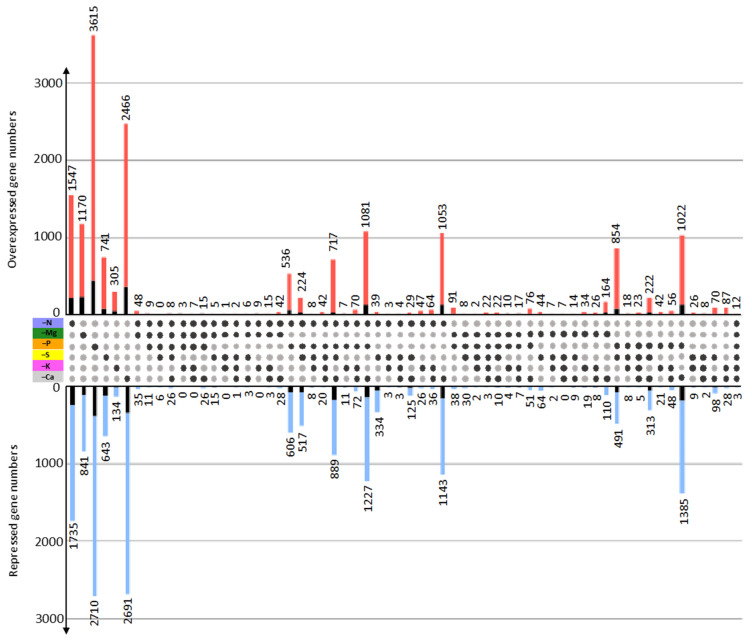
Number of upregulated (red) and downregulated (blue) DEGs specific to each macronutrient deprivation or common to n macronutrient deprivations (with *n* = 2 to 6) as indicated by the black dots. Black bars indicate the number of DEGs with “unknown” annotation.

**Figure 5:**
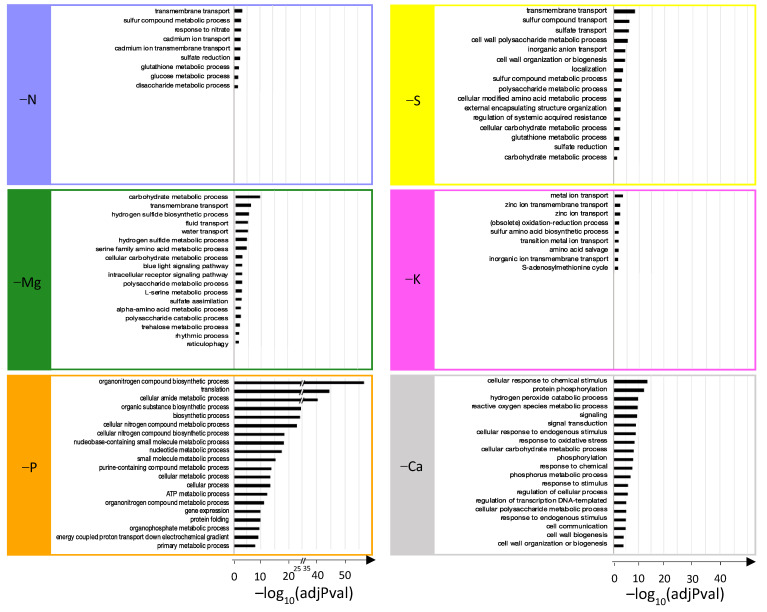
Top 20 significantly enriched “biological process” GO terms from specific DEGs of N, Mg, P, S, K, or Ca deprivations.

**Figure 6:**
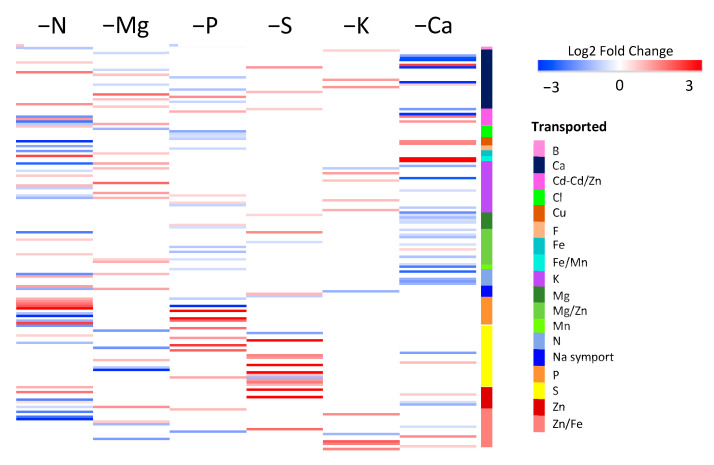
Log2 fold changes ratio of the specific DEGs belonging to the “ion transport” group. The red and blue scale indicates DEGs in roots of *Brassica napus* subjected to six individual macronutrient deprivations with upregulation and downregulation, respectively, compared to control plants.

**Figure 7:**
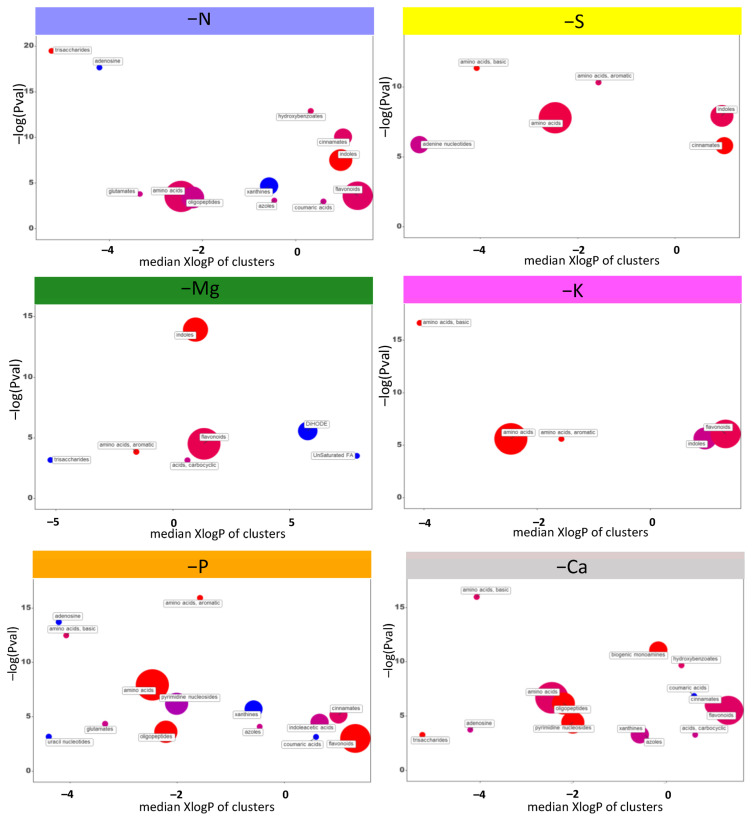
Chemical similarity clustering of the principal classes of metabolites performed by ChemRICH. Discs represent a significantly enriched family of modulated metabolites in *Brassica napus* roots subjected to six individual macronutrient deprivations. Enrichment −log(*p*-value) are displayed along the ordinate while the abscissa reflects the hydrophobicity (negative values) or hydrophilicity (positive values) of each group. Disc sizes varies with the total number of metabolites. Red, blue, and purple discs indicate groups with metabolites increased, decreased, and both increased and decreased, respectively.

**Figure 8:**
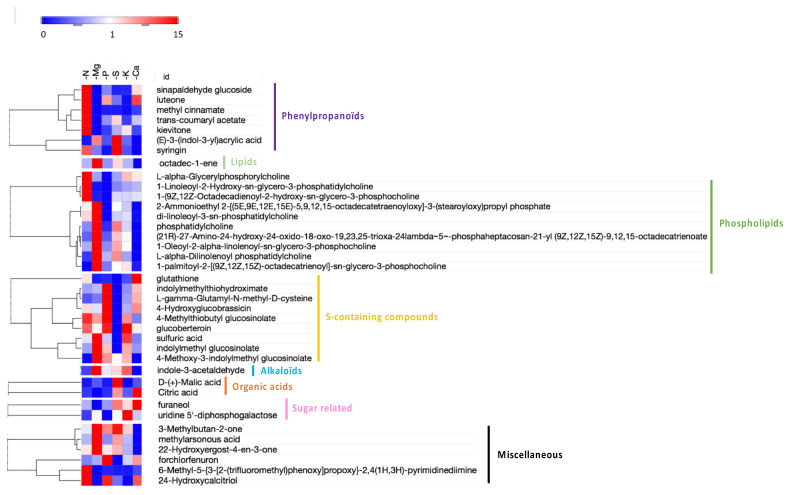
Hierarchical clustering of the 38 most discriminating metabolites (VIP > 4) significantly accumulated (red) and depleted (blue) relative to the control plants in *Brassica napus* roots subjected to six individual macronutrient deprivations. The colored dots indicate the biochemical classification of these metabolites.

**Table 1:** Shoot and root dry weight, shoot/root ratio, photosynthesis, and net uptake of the deprived macronutrient by *Brassica napus* subjected or not (control) to six single macronutrient deprivation for ten days. Data are given as the mean ± SE. (*n* = 5 or *n* = 25 for uptake) and significant differences between control and macronutrient deprived plants are indicated (“*”: *p* < 0.01).

		Shoot Biomass (g plant^−1^)	Root Biomass (g plant^−1^)	Shoot/Root	Photosynthesis (µmol.CO_2_.m^−2^.s^−1^)	10-Days Uptake (mmol plant^−1^)	
						Macronutrient	
						Control	Deprived
	**Control**	5.56 ± 0.48	1.10 ± 0.04	5.05 ± 0.50	18.16 ± 1.47		
**Macronutrient deficiencies**	**−N**	4.47 ± 0.46	1.06 ± 0.09	4.20 ± 0.46	6.94 ± 1.29 *	N	
						9.44 ± 0.55	2.54 ± 0.44 *
	**−Mg**	6.06 ± 1.01	1.03 ± 0.15	5.86 ± 0.24	14.35 ± 2.74	Mg	
						0.66 ± 0.05	−0.019 ± 0.04 *
	**−P**	6.55 ± 0.46	1.44 ± 0.08 *	4.54 ± 0.35	12.74 ± 1.36 *	P	
						0.72 ± 0.05	0.02 ± 0.01 *
	**−S**	6.35 ± 0.88	1.11 ± 0.09	5.74± 0.0.31	19.39 ± 1.35	S	
						1.62 ± 0.10	0.26 ± 0.06 *
	**−K**	5.91 ± 0.55	1.12 ± 0.16	5.30 ± 0.54	21.50 ± 1.41	K	
						6.94 ± 0.36	0.54 ± 0.21 *
	**−Ca**	5.82 ± 0.33	1.10 ± 0.12	5.28± 0.44	19.86 ± 1.94	Ca	
						3.12 ± 0.22	0.05 ± 0.01 *

**Table 2:** Identification (ID) and annotation of significantly DEGs (*p* < 0.05)*,* specific to a macronutrient deprivation and related to S metabolic pathways (KEGG pathway ID) and sulfate transport. Up- (red) and down-regulation (blue) compared to control plants.

	Genoscope Gene ID	Gene ID	Protein ID	KEGG Pathway	Annotation	log2FC	Padj
−**N**	*BnaC04g19270D*	*GSBRNA2T00124039001*	CDY07244	bna00920	PAPS reductase	−1.00	2.8 × 10^−2^
	*BnaA03g59800D*	*GSBRNA2T00028621001*	CDY24876	bna00920		−1.88	1.9 × 10^−5^
	*BnaA01g11840D*	*GSBRNA2T00131663001*	CDX79117	bna00920		−1.97	1.1 × 10^−8^
	*BnaA09g20370D*	*GSBRNA2T00094497001*	CDY16659	bna00920		−2.52	1.8 × 10^−25^
	*BnaA03g45080D*	*GSBRNA2T00106793001*	CDX98723	bna00920		−2.13	1.4 × 10^−15^
	*BnaCnng62800D*	*GSBRNA2T00086154001*	CDY69279	bna00920	ATP sulfurylase	−1.47	3.8 × 10^−6^
	*BnaA03g36860D*	*GSBRNA2T00154839001*	CDX92964	bna00920		−1.59	2.2 × 10^−9^
	*BnaC01g22950D*	*GSBRNA2T00090739001*	CDY16260	bna00920		−1.62	1.6 × 10^−2^
	*BnaC07g51290D*	*GSBRNA2T00039753001*	CDY63923	bna00920	APS kinase	−1.16	3.5 × 10^−2^
	*BnaA03g54400D*	*GSBRNA2T00050135001*	CDY31612	bna00920		−1.22	1.3 × 10^−2^
	*BnaCnng62620D*	*GSBRNA2T00084257001*	CDY69239	bna00920/bna00270/bna01230	Cysteine synthase	0.71	3.7 × 10^−2^
	*BnaC07g27640D*	*GSBRNA2T00133834001*	CDX80680	bna00920/bna00270/bna01230		−2.48	2.6 × 10^−3^
	*BnaA09g55670D*	*GSBRNA2T00019599001*	CDY56449	bna00270	Homocysteine S-methyltransferase	−0.77	8.8 × 10^−4^
	*BnaA06g33260D*	*GSBRNA2T00078007001*	CDY13597	bna00270		−0.91	3.8 × 10^−2^
	*BnaC09g03120D*	*GSBRNA2T00109460001*	CDX99989	bna00480	Glutathione synthase	−0.57	3.4 × 10^−3^
	*BnaA09g14510D*	*GSBRNA2T00081552001*	CDY45141	bna00480	Glutathione S-transferase	1.99	7.5 × 10^−7^
	*BnaA09g14520D*	*GSBRNA2T00081550001*	CDY45140	bna00480		1.37	1.3 × 10^−3^
	*BnaA09g29540D*	*GSBRNA2T00090678001*	CDY16220	bna00480		−1.17	3.1 × 10^−2^
	*BnaC06g25030D*	*GSBRNA2T00022180001*	CDY23534	bna00480		−1.62	2.9 × 10^−2^
	*BnaA07g09120D*	*GSBRNA2T00069459001*	CDY40288	bna00480		−1.67	2.8 × 10^−2^
−**Mg**	*BnaC03g48570D*	*GSBRNA2T00062167001*	CDY36498	bna00920	APS kinase	2.08	2.2 × 10^−13^
	*BnaA06g25000D*	*GSBRNA2T00000648001*	CDY08724	bna00920		1.57	1.3 × 10^−9^
	*BnaA03g38670D*	*GSBRNA2T00155065001*	CDX93145	bna00920		−1.20	5.2 × 10^−3^
	*BnaCnng47170D*	*GSBRNA2T00046596001*	CDY65440	bna00920		−1.36	1.6 × 10^−3^
	*BnaC01g00790D*	*GSBRNA2T00131229001*	CDX69374	bna00920		−1.43	3.3 × 10^−2^
	*BnaA05g37220D*	*GSBRNA2T00097688001*	CDY50861	bna00920		−1.53	6.3 × 10^−5^
	*BnaA01g34620D*	*GSBRNA2T00039722001*	CDY63896	bna00920		−1.78	1.6 × 10^−2^
−**P**	*BnaA10g27550D*	*GSBRNA2T00069492001*	CDY40313	bna01100	Glycosyl transferase	6.39	5.4 × 10^−67^
	*BnaA10g27560D*	*GSBRNA2T00069491001*	CDY40312	bna01100	Glycosyl transferase	5.68	7.8 × 10^−29^
	*BnaCnng03870D*	*GSBRNA2T00032420001*	CDY10486	bna01100	Glycosyl transferase	5.01	1.7 × 10^−76^
	*BnaA03g00460D*	*GSBRNA2T00049228001*	CDY11210	bna01100	Glycosyl transferase	2.31	2.2 × 10^−17^
−**S**	*BnaC07g18000D*	*GSBRNA2T00158266001*	CDX94791		SULTR1.1	7.70	1.3 × 10^−14^
	*BnaA02g10510D*	*GSBRNA2T00036843001*	CDY27031		SULTR1.1	6.15	1.2 × 10^−111^
	*BnaC02g14670D*	*GSBRNA2T00102253001*	CDX96184		SULTR1.1	5.15	2.5 × 10^−68^
	*BnaA10g22050D*	*GSBRNA2T00135917001*	CDX69856		SULTR2.1	3.90	5.4 × 10^−12^
	*BnaC09g46440D*	*GSBRNA2T00103928001*	CDX96981		SULTR2.1	3.77	4.0 × 10^−4^
	*BnaC06g38470D*	*GSBRNA2T00147936001*	CDX88403		SULTR2.2	1.62	6.6 × 10^−11^
	*BnaA07g33850D*	*GSBRNA2T00146476001*	CDX87488		SULTR2.2	1.46	1.3 × 10^−6^
	*BnaA07g33860D*	*GSBRNA2T00146474001*	CDX87487		SULTR1.2	1.27	1.4 × 10^−2^
	*BnaC05g18450D*	*GSBRNA2T00119410001*	CDY04744		Sulphate anion transporter	1.24	3.4 × 10^−2^
	*BnaC06g38480D*	*GSBRNA2T00147937001*	CDX88404		SULTR1.2	0.89	4.3 × 10^−2^
	*BnaC03g05940D*	*GSBRNA2T00140339001*	CDX70510		SULTR4.1	0.73	1.9 × 10^−2^
	*BnaC03g39450D*	*GSBRNA2T00123837001*	CDX75862		Sulphate anion transporter	−1.06	4.2 × 10^−2^
	*BnaC09g08710D*	*GSBRNA2T00135048001*	CDX81460	bna00920	APS kinase	0.99	6.0 × 10^−5^
	*BnaA09g08410D*	*GSBRNA2T00063703001*	CDY37220	bna00920		0.91	2.0 × 10^−4^
	*BnaC01g13420D*	*GSBRNA2T00138265001*	CDX82892	bna00920	PAPS reductase	1.31	5.9 × 10^−3^
	*BnaA03g45080D*	*GSBRNA2T00106793001*	CDX98723	bna00920		1.07	5.3 × 10^−4^
	*BnaA09g20370D*	*GSBRNA2T00094497001*	CDY16659	bna00920		0.84	2.1 × 10^−3^
	*BnaC07g37060D*	*GSBRNA2T00156974001*	CDX94072	bna00920		0.62	2.8 × 10^−2^
	*BnaC09g39920D*	*GSBRNA2T00032694001*	CDY25477	bna01230/bna00270	Methionine synthase	0.57	3.0 × 10^−2^
	*BnaA03g34510D*	*GSBRNA2T00137491001*	CDX82370	bna01230/bna00270	S-adenosylmethionine synthetase	0.87	2.2 × 10^−2^
	*BnaC06g41890D*	*GSBRNA2T00023030001*	CDY58045	bna00480	Glutathione S-transferase	1.31	4.2 × 10^−3^
	*BnaA06g20200D*	*GSBRNA2T00061438001*	CDY12324	bna00480		0.71	1.0 × 10^−3^
	*BnaC05g13360D*	*GSBRNA2T00091169001*	CDY48476	bna00480		−0.68	1.1 × 10^−2^
	*BnaA06g11500D*	*GSBRNA2T00034941001*	CDY26267	bna00480		−1.04	1.2 × 10^−3^
	*BnaA04g28590D*	*GSBRNA2T00003272001*	CDY51365	bna00480		−1.29	4.0 × 10^−2^
	*BnaA06g11510D*	*GSBRNA2T00034940001*	CDY26266	bna00480		−1.37	2.8 × 10^−2^
	*BnaC05g13350D*	*GSBRNA2T00091168001*	CDY48475	bna00480		−1.89	6.0 × 10^−5^
−**K**	*BnaAnng28500D*	*GSBRNA2T00080405001*	CDY68838	bna00270/bna01230	Cysteine synthase	0.98	1.4 × 10^−3^
	*BnaA07g04420D*	*GSBRNA2T00054274001*	CDY33397	bna00270	Initiation factor 2B-related	0.75	1.2 × 10^−3^
	*BnaA01g19100D*	*GSBRNA2T00043605001*	CDY29756	bna00270	Acireductone dioxygenase	0.73	1.6 × 10^−3^
	*BnaCnng67980D*	*GSBRNA2T00098221001*	CDY70356	bna00270	Initiation factor 2B-related	0.47	4.4 × 10^−2^

## Data Availability

RNAseq data were submitted to the Gene Expression Omnibus (GEO) international repository: http://www.ncbi.nlm.nih.gov/geo; GEO accession: GSE180378.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222111679/s1.

## References

[1] Amtmann A., Armengaud P. (2009). Effects of N, P, K and S on metabolism: New knowledge gained from multi-level analysis. Curr. Opin. Plant Biol..

[2] O’Rourke J.A., McCabe C.E., Graham M.A. (2020). Dynamic gene expression changes in response to micronutrient, macronutrient, and multiple stress exposures in soybean. Funct. Integr. Genom..

[3] De Bang T.C., Husted S., Laursen K.H., Persson D.P., Schjoerring J.K. (2021). The molecular–physiological functions of mineral macronutrients and their consequences for deficiency symptoms in plants. New Phytol..

[4] Silva E.D.B., Santos A.A., De Mattos A.M., Neto A.M.B., Da Cruz M.D.C.M., Moreira R.A., Júnior V.C.D.A., Gonçalves E.D., De Oliveira L.F. (2017). Visual symptoms of nutrient deficiencies in *Physalis peruviana* L. Biosci. J..

[5] Koné B., Emile Y., Amadji G.L., N’Ganzou K.R. (2014). Root and Grain Yield as Affected by Soil Nutrient Deficiency and Fertilizer in Rainfed Rice Cultivation. Advanced fertilizer technology Syntheis.

[6] Tränkner M., Jákli B., Tavakol E., Geilfus C.-M., Cakmak I., Dittert K., Senbayram M. (2016). Magnesium deficiency decreases biomass water-use efficiency and increases leaf water-use efficiency and oxidative stress in barley plants. Plant Soil.

[7] Baxter I.R., Vitek O., Lahner B., Muthukumar B., Borghi M., Morrissey J., Guerinot M.L., Salt D.E. (2008). The leaf ionome as a multivariable system to detect a plant’s physiological status. Proc. Natl. Acad. Sci. USA.

[8] Baxter I. (2009). Ionomics: Studying the social network of mineral nutrients. Curr. Opin. Plant Biol..

[9] Courbet G., D’Oria A., Lornac A., Diquélou S., Pluchon S., Arkoun M., Koprivova A., Kopriva S., Etienne P., Ourry A. (2021). Specificity and Plasticity of the Functional Ionome of *Brassica napus* and *Triticum aestivum* Subjected to Macronutrient Deprivation. Front. Plant Sci..

[10] D’Oria A., Courbet G., Lornac A., Pluchon S., Arkoun M., Maillard A., Etienne P., Diquélou S., Ourry A. (2021). Specificity and Plasticity of the Functional Ionome of *Brassica napus* and *Triticum aestivum* Exposed to Micronutrient or Beneficial Nutrient Deprivation and Predictive Sensitivity of the Ionomic Signatures. Front. Plant Sci..

[11] Maillard A., Etienne P., Diquélou S., Trouverie J., Billard V., Yvin J.-C., Ourry A. (2016). Nutrient deficiencies modify the ionomic composition of plant tissues: A focus on cross-talk between molybdenum and other nutrients in *Brassica napus*. J. Exp. Bot..

[12] Maathuis F.J. (2009). Physiological functions of mineral macronutrients. Curr. Opin. Plant Biol..

[13] Hawkesford M., Horst W., Kichey T., Lambers H., Schjoerring J., Møller I.S., White P., Marschner P. (2012). Chapter 6-Functions of Macronu-trients. Marschner’s Mineral Nutrition of Higher Plants.

[14] Desclos M., Etienne P., Coquet L., Jouenne T., Bonnefoy J., Segura R., Reze S., Ourry A., Avice J.-C. (2009). A combined ^15^N tracing/proteomics study in *Brassica napus* reveals the chronology of proteomics events associated with N remobilisation during leaf senescence induced by nitrate limitation or starvation. Proteomics.

[15] Onodera J., Ohsumi Y. (2005). Autophagy Is Required for Maintenance of Amino Acid Levels and Protein Synthesis under Nitrogen Starvation. J. Biol. Chem..

[16] Hawkesford M.J. (2000). Plant responses to sulphur deficiency and the genetic manipulation of sulphate transporters to improve S-utilization efficiency. J. Exp. Bot..

[17] Davidian J.-C., Kopriva S. (2010). Regulation of Sulfate Uptake and Assimilation—the Same or Not the Same?. Mol. Plant.

[18] Kopriva S., Malagoli M., Takahashi H. (2019). Sulfur nutrition: Impacts on plant development, metabolism, and stress responses. J. Exp. Bot..

[19] Willows R.D. (2003). Biosynthesis of chlorophylls from protoporphyrin IX. Nat. Prod. Rep..

[20] Lambers H., Finnegan P., Jost R., Plaxton W., Shane M.W., Stitt M. (2015). Phosphorus nutrition in Proteaceae and beyond. Nat. Plants.

[21] Hocking B., Tyerman S.D., Burton R.A., Gilliham M. (2016). Fruit Calcium: Transport and Physiology. Front. Plant Sci..

[22] Aldon D., Mbengue M., Mazars C., Galaud J.-P. (2018). Calcium Signalling in Plant Biotic Interactions. Int. J. Mol. Sci..

[23] Thor K. (2019). Calcium—Nutrient and Messenger. Front. Plant. Sci..

[24] Leigh R.A., Wyn Jones R.G. (1984). A hypothesis relating critical potassium concentrations for growth to the distribution and functions of this ion in the plant cell. New Phytol..

[25] Cushman J.C. (2001). Osmoregulation in Plants: Implications for Agriculture. Am. Zoöl..

[26] Hafsi C., Debez A., Abdelly C. (2014). Potassium deficiency in plants: Effects and signaling cascades. Acta Physiol. Plant..

[27] Yang W., Yoon J., Choi H., Fan Y., Chen R., An G. (2015). Transcriptome analysis of nitrogen-starvation-responsive genes in rice. BMC Plant. Biol..

[28] Curci P.L., Cigliano R.A., Zuluaga D.L., Janni M., Sanseverino W., Sonnante G. (2017). Transcriptomic response of durum wheat to nitrogen starvation. Sci. Rep..

[29] Nikiforova V., Freitag J., Kempa S., Bielecka M., Hesse H., Hoefgen R. (2003). Transcriptome analysis of sulfur depletion inArabidopsis thaliana: Interlacing of biosynthetic pathways provides response specificity. Plant. J..

[30] Bielecka M., Watanabe M., Morcuende R., Scheible W.-R., Hawkesford M., Hesse H., Hoefgen R. (2015). Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis. Front. Plant. Sci..

[31] Yu Z., Juhasz A., Islam S., Diepeveen D., Zhang J., Wang P., Ma W. (2018). Impact of mid-season sulphur deficiency on wheat nitrogen metabolism and biosynthesis of grain protein. Sci. Rep..

[32] Canales J., Uribe F., Henríquez-Valencia C., Lovazzano C., Medina J., Vidal E.A. (2020). Transcriptomic analysis at organ and time scale reveals gene regulatory networks controlling the sulfate starvation response of *Solanum lycopersicum*. BMC Plant. Biol..

[33] Ma T.-L., Wu W.-H., Wang Y. (2012). Transcriptome analysis of rice root responses to potassium deficiency. BMC Plant. Biol..

[34] Armengaud P., Breitling R., Amtmann A. (2004). The Potassium-Dependent Transcriptome of Arabidopsis Reveals a Prominent Role of Jasmonic Acid in Nutrient Signaling. Plant. Physiol..

[35] Wang Y., Li B., Du M.W., Eneji A.E., Wang B.M., Duan L.S., Li Z.H., Tian X.L. (2012). Mechanism of phytohormone involvement in feedback regulation of cotton leaf senescence induced by potassium deficiency. J. Exp. Bot..

[36] Zeng J., He X., Wu D., Zhu B., Cai S., Nadira U.A., Jabeen Z., Zhang G. (2014). Comparative Transcriptome Profiling of Two Tibetan Wild Barley Genotypes in Responses to Low Potassium. PLoS ONE.

[37] He Y., Li R., Lin F., Xiong Y., Wang L., Wang B., Guo J., Hu C. (2019). Transcriptome Changes Induced by Different Potassium Levels in Banana Roots. Plants.

[38] Sega P., Kruszka K., Bielewicz D., Karlowski W., Nuc P., Szweykowska-Kulinska Z., Pacak A. (2021). Pi-starvation induced transcriptional changes in barley revealed by a comprehensive RNA-Seq and degradome analyses. BMC Genom..

[39] Mo X., Zhang M., Liang C., Cai L., Tian J. (2019). Integration of metabolome and transcriptome analyses highlights soybean roots responding to phosphorus deficiency by modulating phosphorylated metabolite processes. Plant. Physiol. Biochem..

[40] Yang L.-T., Zhou Y.-F., Wang Y.-Y., Wu Y.-M., Ye X., Guo J.-X., Chen L.-S. (2019). Magnesium Deficiency Induced Global Transcriptome Change in *Citrus sinensis* Leaves Revealed by RNA-Seq. Int. J. Mol. Sci..

[41] Shankar A., Srivastava A.K., Yadav A.K., Sharma M., Pandey A., Raut V.V., Das M.K., Suprasanna P., Pandey G.K. (2014). Whole genome transcriptome analysis of rice seedling reveals alterations in Ca^2+^ ion signaling and homeostasis in response to Ca^2+^ deficiency. Cell Calcium.

[42] Akmouche Y., Cheneby J., Lamboeuf M., Elie N., Laperche A., Bertheloot J., D’Hooghe P., Trouverie J., Avice J.-C., Etienne P. (2019). Do nitrogen- and sulphur-remobilization-related parameters measured at the onset of the reproductive stage provide early indicators to adjust N and S fertilization in oilseed rape (*Brassica napus* L.) grown under N- and/or S-limiting supplies?. Planta.

[43] Poisson E., Trouverie J., Brunel-Muguet S., Akmouche Y., Pontet C., Pinochet X., Avice J.-C. (2019). Seed Yield Components and Seed Quality of Oilseed Rape Are Impacted by Sulfur Fertilization and Its Interactions With Nitrogen Fertilization. Front. Plant. Sci..

[44] Tian J., Wang C., Zhang Q., He X., Whelan J., Shou H. (2012). Overexpression ofOsPAP10a, A Root-Associated Acid Phosphatase, Increased Extracellular Organic Phosphorus Utilization in Rice. J. Integr. Plant. Biol..

[45] Kim M.J., Ciani S., Schachtman D.P. (2010). A Peroxidase Contributes to ROS Production during Arabidopsis Root Response to Potassium Deficiency. Mol. Plant..

[46] DU Q., Zhao X.-H., Xia L., Jiang C.-J., Wang X.-G., Han Y., Wang J., Yu H.-Q. (2019). Effects of potassium deficiency on photosynthesis, chloroplast ultrastructure, ROS, and antioxidant activities in maize (*Zea mays* L.). J. Integr. Agric..

[47] Behera S., Long Y., Schmitz-Thom I., Wang X., Zhang C., Li H., Steinhorst L., Manishankar P., Ren X., Offenborn J.N. (2017). Two spatially and temporally distinct Ca^2+^ signals convey *Arabidopsis thaliana* responses to K + deficiency. New Phytol..

[48] Hammond J.P., Broadley M., White P. (2004). Genetic Responses to Phosphorus Deficiency. Ann. Bot..

[49] Malhotra H., Sharma S., Pandey R., Hasanuzzaman M., Fujita M., Oku H., Nahar K., Hawrylak-Nowak B. (2018). Phosphorus nutrition: Plant growth in response to deficiency and excess. Plant Nutrients and Abiotic Stress Tolerance.

[50] Krouk G., Kiba T. (2020). Nitrogen and Phosphorus interactions in plants: From agronomic to physiological and molecular insights. Curr. Opin. Plant. Biol..

[51] Jamal A., Moon Y.-S., Zainul Abdin M. (2010). Sulphur-a General Overview and Interaction with Nitrogen. Aust. J. Crop. Sci..

[52] Kopriva S. (2004). Control of sulphate assimilation and glutathione synthesis: Interaction with N and C metabolism. J. Exp. Bot..

[53] Guo W., Nazim H., Liang Z., Yang D. (2016). Magnesium deficiency in plants: An urgent problem. Crop. J..

[54] Aarabi F., Naake T., Fernie A.R., Hoefgen R. (2020). Coordinating Sulfur Pools under Sulfate Deprivation. Trends Plant. Sci..

[55] Aziz T., Sabir M., Farooq M., Maqsood M.A., Ahmad H.R., Warraich E.A. (2014). Phosphorus Deficiency in Plants: Responses, Adaptive Mechanisms, and Signaling. Plant Signaling: Understanding the Molecular Crosstalk.

[56] Krapp A., Berthomé R., Orsel M., Mercey-Boutet S., Yu A., Castaings L., Elftieh S., Major H., Renou J.-P., Daniel-Vedele F. (2011). Arabidopsis Roots and Shoots Show Distinct Temporal Adaptation Patterns toward Nitrogen Starvation. Plant. Physiol..

[57] Kim Y.X., Kim T.J., Lee Y., Lee S., Lee D., Oh T.-K., Sung J. (2018). Metabolite profiling and mineral nutrient analysis from the leaves and roots of bell pepper (*Capsicum annuum* L. var. *angulosum*) grown under macronutrient mineral deficiency. Appl. Biol. Chem..

[58] Takehisa H., Sato Y., Antonio B., Nagamura Y. (2015). Coexpression Network Analysis of Macronutrient Deficiency Response Genes in Rice. Rice.

[59] Zhu Z., Li D., Wang P., Li J., Lu X. (2020). Transcriptome and ionome analysis of nitrogen, phosphorus and potassium interactions in sorghum seedlings. Theor. Exp. Plant. Physiol..

[60] Brumbarova T., Ivanov R. (2019). The Nutrient Response Transcriptional Regulome of Arabidopsis. iScience.

[61] Chan K.X., Phua S.Y., Van Breusegem F. (2019). Secondary sulfur metabolism in cellular signalling and oxidative stress responses. J. Exp. Bot..

[62] Shigaki T., Hirschi K. (2000). Characterization of CAX-like genes in plants: Implications for functional diversity. Gene.

[63] Hermans C., Vuylsteke M., Coppens F., Cristescu S.M., Harren F.J.M., Inzé D., Verbruggen N. (2010). Systems analysis of the responses to long-term magnesium deficiency and restoration in *Arabidopsis thaliana*. New Phytol..

[64] Kamiya T., Yamagami M., Hirai M., Fujiwara T. (2011). Establishment of an in planta magnesium monitoring system using CAX3 promoter-luciferase in Arabidopsis. J. Exp. Bot..

[65] Verbruggen N., Hermans C. (2013). Physiological and molecular responses to magnesium nutritional imbalance in plants. Plant. Soil.

[66] Maillard A., Diquélou S., Billard V., Laîné P., Garnica M., Prudent M., Garcia-Mina J.-M., Yvin J.-C., Ourry A. (2015). Leaf mineral nutrient remobilization during leaf senescence and modulation by nutrient deficiency. Front. Plant. Sci..

[67] Sorin E., Etienne P., Maillard A., Zamarreño A.-M., Garcia-Mina J.-M., Arkoun M., Jamois F., Cruz F., Yvin J.-C., Ourry A. (2015). Effect of sulphur deprivation on osmotic potential components and nitrogen metabolism in oilseed rape leaves: Identification of a new early indicator. J. Exp. Bot..

[68] Haddad C., Arkoun M., Jamois F., Schwarzenberg A., Yvin J.-C., Etienne P., Laîné P. (2018). Silicon Promotes Growth of *Brassica napus* L. and Delays Leaf Senescence Induced by Nitrogen Starvation. Front. Plant. Sci..

[69] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods.

[70] Rigaill G., Balzergue S., Brunaud V., Blondet E., Rau A., Rogier O., Caius J., Maugis-Rabusseau C., Soubigou-Taconnat L., Aubourg S. (2016). Synthetic data sets for the identification of key ingredients for RNA-seq differential analysis. Briefings Bioinform..

[71] McCarthy D.J., Chen Y., Smyth G.K. (2012). Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res..

[72] Raudvere U., Kolberg L., Kuzmin I., Arak T., Adler P., Peterson H., Vilo J. (2019). g:Profiler: A web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res..

[73] Supek F., Bošnjak M., Škunca N., Smuc T. (2011). REVIGO Summarizes and Visualizes Long Lists of Gene Ontology Terms. PLoS ONE.

[74] Barupal D.K., Fiene O. ChemRICH-Chemical Similarity Enrichment Analysis Software. http://chemrich.fiehnlab.ucdavis.edu/.

[75] Barupal D.K., Fiene O. (2017). Chemical Similarity Enrichment Analysis (ChemRICH) as alternative to biochemical pathway mapping for metabolomic datasets. Sci. Rep..

[76] R Core Team (2020). R: A Language and Environment for Statistical Computing.

# Supplementary material for: Comparative Omics Analysis of Brassica napus Roots Subjected to Six Individual Macronutrient Deprivations Reveals Deficiency-Specific Genes and Metabolomic Profiles
**Source:** Int J Mol Sci. 2021 Oct 28;22(21):11679. doi: 10.3390/ijms222111679
**Supplement:** Supplementary file 1

**Supplementary data SD7:** Kinetic of photosynthesis activity of *Brassica napus* subjected to six individual macronutrient deprivations during 9 days.

|         | Photosynthesis ( $\mu\text{mol.CO}_2.\text{m}^{-2}.\text{s}^{-1}$ ) |                  |                   |
|---------|---------------------------------------------------------------------|------------------|-------------------|
|         | Day 3                                                               | Day 6            | Day 9             |
| Control | 17.13 $\pm$ 1.83                                                    | 19.2 $\pm$ 2.09  | 18.16 $\pm$ 1.47  |
| -N      | 14.52 $\pm$ 1.18                                                    | 15.23 $\pm$ 1.21 | 6.94* $\pm$ 1.29  |
| -Mg     | 16.09 $\pm$ 1.06                                                    | 19.4 $\pm$ 0.81  | 14.35 $\pm$ 2.74  |
| -P      | 13.62 $\pm$ 1.43                                                    | 16.42 $\pm$ 1.52 | 12.74* $\pm$ 1.36 |
| -S      | 13.47 $\pm$ 1.51                                                    | 20.05 $\pm$ 1.39 | 19.39 $\pm$ 1.35  |
| -K      | 18.44 $\pm$ 1.91                                                    | 20.79 $\pm$ 2.07 | 21.51 $\pm$ 1.41  |
| -Ca     | 15.46 $\pm$ 1.09                                                    | 17.78 $\pm$ 2.88 | 19.86 $\pm$ 1.94  |

How the deposited data were processed for this re-analysis (not part of the article)

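Root RNA-seq libraries were analysed from Brassica napus plants deprived of N, Mg, P, S, K or Ca for 10 days and from their controls (21 libraries in 7 conditions), and from plants of the same series sampled after 22 days without Cl, Co or Mn and their controls (12 libraries in 4 conditions). Conditions and replicate numbers were taken from the sample labels and the paper, and every library could be assigned. Each condition had 3 libraries. The paper gives growth temperatures of 20 °C by day and 15 °C at night, and the labels give 25 °C and 20 °C.

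The authors made stranded mRNA libraries, trimmed the paired-end reads, aligned them with STAR_2.5.2a against the Genoscope annotation V5 and deposited, for each library, whole-number counts of read pairs per gene, without normalization. Read pairs that mapped to several places had been left out of these counts. Each deposited file gives the counts in 3 ways: without regard to strand, for the forward strand and for the reverse strand. The reverse strand held nearly all gene counts (the opposite strand held at most 0.783% in a library) and was used; counts without regard to strand were an alternative added after the data were examined. The authors' unmapped, multimapping and no-feature totals in the same files were used to describe the libraries and were not counted as genes.

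The libraries held from 10115284 to 22841765 counts on genes at 10 days (median 13953898) and from 11765941 to 22053289 at 22 days (median 14500772). A gene at or under 3 counts in every library of a condition was treated as below what this depth can measure, and a fold change against it is given only as a lower bound. Counting error and 3 libraries per condition both limit the precision.

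Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr by condition, TMM normalization, and the quasi-likelihood test (glmQLFit and glmQLFTest) with 1 coefficient per condition over all libraries of a time point. The comparison of the 22-day with the 10-day controls used all 33 libraries. A Benjamini-Hochberg adjusted p of at most 0.05 over the genes tested was used without a fold-change threshold, after the paper's methods. The paper names the likelihood ratio test of edgeR; it was run as an alternative with tagwise dispersions. Each standard error given is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. No separate standard error was estimated from the model. CPM given for single genes are TMM-normalized. PCA used log2 CPM with a prior count of 2, each gene scaled to unit variance. Permutation tests on principal components used 100000 resamples. Specific and shared genes were defined by direction of change, after the paper.

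The genes named were fixed by a rule before the data were examined: every gene of the paper's Table 2; for each of the 6 deprivations, the 2 genes with the largest positive and the 2 with the largest negative log2 fold change among its specific genes, with all 3 deprived libraries on one side of all 3 controls and an average log2 CPM of at least 1; and the 3 genes with the largest log2 fold change among the S transporters under S deprivation and among the P transporters under P deprivation. Names of genes were taken from Table 2 and Supplemental Data SD5 of the paper. A RefSeq gene table of the Da-Ae assembly was not used, because its identifiers did not match those of the counts.

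The alternatives were the likelihood ratio test, the Wald test of DESeq2 1.42.0, RLE and upper-quartile normalization, no filter on low counts, a filter of CPM above 1 in at least 50% of the libraries, a fit of only the conditions compared, a fit of all 33 libraries, the replicate number as a block, an adjusted p of at most 0.01, an absolute log2 fold change of at least 1, and each library left out in turn. For the PCA they were unscaled genes, a prior count of 0.5, the CPM filter, RLE size factors and each library left out. The spread within conditions was also examined with limma 3.58.1 (voom, with and without 1 variance weight per condition). Figures were drawn with matplotlib 3.10.9. The replicate numbers that pair the libraries in the block come from the sample labels.

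The tests were tried on simulated data with 200 genes changed by a log2 fold change of 1 or 2 in either direction under K deprivation, drawn from the means and library sizes of the real libraries. Of the 200 genes, the quasi-likelihood test called 69.5%, and 7.95% of its 151 calls were false. For results over several deprivations, the conditions of the 21 libraries were permuted within replicate numbers, with 60 groupings counting the real one, and for each comparison of 6 libraries all 10 splits into 3 and 3 were fitted. GO enrichment, metabolomics, quantitative PCR and biomass were not analysed here.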

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

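The comparison that counts the near-identical control libraries once was chosen only after the result was seen; the other tests were chosen before. The paper does not report on the plants sampled at 22 days. In their control libraries, 372 genes differed from the 10-day controls at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test (214 higher and 158 lower), which drew attention as a signal in libraries the paper does not discuss. At an unadjusted p of at most 0.05 there were 6751 of 57501 genes. Of the 10 splits of the 6 control libraries into 3 and 3, 1 gave as many genes, the real one, which is the lowest number the design allows. The highest count of another of the 10 splits was 21. Among the 4 splits that part every pair of same-numbered libraries, only the real one gave as many, and the highest count of another was 0.

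Replicates 1 and 2 of the 22-day control were nearly identical. Over genes, the chi-square per degree of freedom between their counts was 1.281, against 4.99 to 48.96 for the other 32 pairs within conditions and 12.98 between replicates 1 and 3. Their files were not the same, and the value is above 1, so they were kept as separate libraries. With their counts summed and used as 1 library, an alternative chosen after seeing the data, 72 genes were called (52 higher and 20 lower). Merging also leaves that condition with 2 libraries in place of 3. With 2 left there, 65 and 70 genes were called without replicate 1 or replicate 2, and 325 without replicate 3, where the near-identical pair stayed. The count also ranged from 35 to 1469 when each control library was left out in turn, with both ends from 10-day controls, and in a fit of the 6 control libraries alone it was 0 (4333 genes at an unadjusted p of at most 0.05). A spread within the 22-day control that is too small may account for part of the count, but other single libraries changed it as much. The result cannot be told apart from that explanation. Age, harvest date and any difference between sequencing runs cannot be told apart in this design, so no biological explanation was tested.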

How the results depend on the processing

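All tests reported here were chosen before their results were seen, and the alternatives were set before the data were examined, except the counts without regard to strand and the merged 22-day controls. RLE size factors, the CPM filter and counts without regard to strand kept each count of genes within 1.5 times its reported value. Explanations were tested for the fit of only the conditions compared under Mg, S and K deprivation, for the additional calls of the likelihood ratio test and for the merged 22-day controls, and not for the other changes that follow.

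With the likelihood ratio test, the number of DEGs was 3251 under Mg, 1470 under K, 33 under Cl, 77 under Co and 182 under Mn, the number of specific genes was 2011 for Mg and 439 for K, the number of genes shared by N, P and K deprivation alone was 18, the number of genes common to all 6 deprivations was 15, the number of called transporter genes was 28 under K, the number of specific genes that differed directly from each other deprivation was 208 for K and the number of genes that differed between the 22-day and 10-day controls was 886. With the Wald test of DESeq2, the number of DEGs was 3100 under Mg, 1438 under K, 34 under Cl, 52 under Co and 182 under Mn, the number of specific genes was 1903 for Mg and 433 for K, the number of genes shared by N, P and K deprivation alone was 24, the number of genes common to all 6 deprivations was 11, the number of called transporter genes was 28 under K, the number of specific genes that differed directly from each other deprivation was 206 for K and the number of genes that differed between the 22-day and 10-day controls was 845. With upper-quartile normalization, the number of genes common to all 6 deprivations was 12. With a fit of only the conditions compared, the number of DEGs was 6439 under N, 34 under Mg, 71 under S, 20 under K, 39 under Co and 1 under Mn, the number of specific genes was 2039 for N, 16 for Mg, 35 for S and 6 for K, the number of genes shared by N, P and K deprivation alone was 1, the number of genes common to all 6 deprivations was 0 (31 at an unadjusted p of at most 0.05), the number of called transporter genes was 0 (79 at an unadjusted p of at most 0.05) under Mg, 6 under S and 0 (70 at an unadjusted p of at most 0.05) under K, the number of S transporters higher under S deprivation was 6, the number of specific genes that differed directly from each other deprivation was 14 for Mg, 33 for S and 5 for K and the number of genes that differed between the 22-day and 10-day controls was 0 (4333 at an unadjusted p of at most 0.05).

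With all 33 libraries in 1 fit, the number of genes common to all 6 deprivations was 4 and the number of DEGs was 4 under Cl and 11 under Mn. At an adjusted p of at most 0.01, the number of DEGs was 4916 under N, 522 under Mg, 9255 under P, 550 under S, 260 under K and 8470 under Ca, the number of specific genes was 1863 for N, 340 for Mg, 176 for S and 65 for K, the number of genes shared by N, P and Ca deprivation alone was 1188, the number of genes shared by N, P and K deprivation alone was 3, the number of genes common to all 6 deprivations was 0 (81 at an unadjusted p of at most 0.05), the number of called transporter genes was 80 under N, 10 under Mg, 15 under S and 7 under K, the number of specific genes that differed directly from each other deprivation was 287 for N, 184 for Mg, 444 for P, 88 for S, 35 for K and 834 for Ca and the number of genes that differed between the 22-day and 10-day controls was 72. With an absolute log2 fold change of at least 1, the number of DEGs was 5812 under N, 1151 under Mg, 7571 under P, 2422 under S and 8178 under Ca, the number of specific genes was 2046 for N, 731 for Mg and 3491 for P, the number of genes shared by N, P and Ca deprivation alone was 921, the number of genes common to all 6 deprivations was 4, the number of called transporter genes was 22 under Mg and 24 under S and the number of specific genes that differed directly from each other deprivation was 417 for N, 270 for Mg, 456 for P and 60 for K. Without a filter on low counts, the number of DEGs was 2 under Cl and 1 under Mn. With the 22-day controls 1 and 2 merged, an alternative chosen after seeing the data, the number of genes that differed between the 22-day and 10-day controls was 72.

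When each library was left out in turn, the number of DEGs ranged from 6404 to 12210 (N), from 620 to 3658 (Mg), from 10792 to 15728 (P), from 645 to 7058 (S), from 397 to 817 (K) and from 10716 to 14435 (Ca), and the specific genes ranged from 1459 to 3612 (N), from 301 to 2496 (Mg), from 3426 to 7641 (P), from 118 to 1488 (S), from 82 to 246 (K) and from 3584 to 6304 (Ca). The specific genes that differed directly from each other deprivation ranged from 333 to 703 (N), from 206 to 1605 (Mg), from 468 to 1058 (P), from 74 to 367 (S), from 56 to 118 (K) and from 984 to 1527 (Ca), and the called transporter genes from 94 to 133 (N), from 10 to 46 (Mg), from 122 to 145 (P), from 16 to 53 (S), from 7 to 15 (K) and from 149 to 169 (Ca). The genes shared by N, P and Ca deprivation alone ranged from 1576 to 3571, those shared by N, P and K from 5 to 15 and those common to all 6 from 1 to 19. S transporters higher under S deprivation ranged from 12 to 17 and P transporters higher under P deprivation from 12 to 13. The genes that differed between the 22-day and 10-day controls ranged from 35 to 1469. No gene was called under Cl, Co or Mn deprivation in these fits, with 1629 to 4035, 3529 to 6268 and 2623 to 8031 genes at an unadjusted p of at most 0.05.

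The variance shares of the PCA were 26.9%, 16.37% and 11.74% with genes centred and not scaled, and PC1 held 25.57% with the CPM filter. Without single libraries they ranged from 22.79% to 25.3%, from 13.04% to 14.83% and from 10.16% to 11.79%. With upper-quartile normalization the share of higher genes moved from 44.9% to 56.3% under N and from 47.7% to 59.9% under S deprivation; the median log2 fold change of all genes moved by less than 0.1.

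Libraries with the same replicate number deviated from their conditions together no more than others (mean correlation 0.00414 over 63 pairs, against -0.00163 over 126 pairs). With the replicate number as a block, 10781 genes were called under N, 1807 under Mg, 16066 under P, 4258 under S, 634 under K and 14615 under Ca deprivation, and 2 under Mn deprivation at 22 days. Of 89 results for single named genes, 73 were called, and 28 lost the call in at least 1 fit without a library. In the fit of only the conditions compared 32 lost the call, and at an adjusted p of at most 0.01 26 did. Where a setting tested the gene, 0 reversed. The CPM filter and the fit of only the conditions compared did not test all of the named genes.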

Differences from the paper's values

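The tests reported here were all chosen before their results were seen. Under Mg deprivation 2026 genes were called, against the paper's 3251. Under K deprivation 715 genes were called (519 higher and 196 lower), against the paper's 1470 (984 and 486). The genes specific to Mg deprivation numbered 1248, of which 444 were lower, against the paper's 2011 and 841. Those specific to K deprivation numbered 187 (142 higher and 45 lower), against the paper's 439 (305 and 134). N, P and K deprivation alone shared 9 genes, 4 of them lower, against the paper's 18 and 11. Common to all 6 deprivations were 7 genes (6 higher and 1 lower), against the paper's 15 (12 and 3). Of the 11 alternatives set before the data were examined, apart from leaving out libraries, the likelihood ratio test and DESeq2 closed each of these gaps, and upper-quartile normalization also closed those of the genes common to all 6 deprivations in total and higher. The other alternatives closed none.

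Among the fits without 1 library, those without control replicate 3 and without Mg replicate 2 closed the gaps for Mg deprivation, in the DEGs and in the specific genes. For the genes shared by N, P and K deprivation, the fits without Mg replicate 1 and without Ca replicate 1 closed both gaps, and the fit without S replicate 1 that of the total. For the genes common to all 6 deprivations, the fit without control replicate 1 closed the gaps in total and higher genes, that without Mg replicate 2 the gap in higher genes and that without N replicate 2 the gap in lower genes. For K deprivation none of these fits closed a gap. The likelihood ratio test, which the paper's methods name, gave the paper's value in 44 of 44 counts compared.

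On average 13.75% (SD 2.74) of the read pairs were unmapped, against the paper's 25%, and no alternative applied to this share. The paper names no share for pairs that mapped to no gene, 9.30% here, so the unmapped shares may not count the same pairs. The paper's variance shares for PC2 and PC3 are higher than the 13.96% and 11.21% found here. Unscaled genes gave 16.37% for PC2, and PC3 did not exceed 11.79% in any setting. All 62 entries of Table 2 were called with the likelihood ratio test, and 46 with the quasi-likelihood test. Each of their 62 log2 fold changes lay within 0.048 of the paper's. The likelihood ratio test also called all 302 listed ion transport genes under at least 1 deprivation and made 164 of them specific, against 281 and 146 with the quasi-likelihood test. The paper describes the replicates of each condition as clustered in the PCA, and the clusters as apart except for control and K deprivation. On the axes of scaled genes, 1 of 3 libraries under Mg deprivation had its nearest neighbour in its own condition. These axes differ from the paper's in their variance shares, and neighbours were not sought with unscaled genes. The paper's own clusters were therefore not tested. The paper also lists methionine synthase among the genes raised by S deprivation. That gene had an adjusted p of 0.0596 from edgeR's quasi-likelihood test, with a range from 0.0131 to 0.294 over the alternatives.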

Other observations

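The correlations of PC3 with library size, unmapped reads and the most abundant genes were chosen only after the result was seen; the other tests were chosen before. Under Mg, S and K deprivation, far fewer genes were called when only the 2 conditions compared were fitted, and the genes called were all among those of the 21 libraries (34, 71 and 20). For fewer libraries to estimate the spread from as the reason, the sign set was that a fit of the 12 control, Mg, S and K libraries would call at least 50% as many genes as the 21 libraries. It called 574 under Mg, 575 under S and 242 under K deprivation, fewer than that but more than the fit of 6. These 12 libraries are both fewer and from the conditions with the wider spread in question, so this fit cannot part the number of libraries from the spread within conditions. Fits of 15 libraries, of the control, the deprivation compared and N, P and Ca, called 1594, 5807 and 734. The second explanation was a wider spread within these conditions. With 1 variance weight per condition in limma's voom, the count fell to 585 from 1728 under Mg and to 1844 from 4310 under S deprivation, past the limit of 50% set for it, and to 354 from 653 under K deprivation, which was not. The control had a weight of 0.71 and Mg deprivation 0.746, the lowest of the 7 conditions. For Mg and S deprivation these values are consistent with a spread shared with the less variable N, P and Ca libraries that is too small for the control. For K deprivation the weights lowered the count by less than the limit. There the 15 libraries, 3 more than the 12, called more than 2 times as many genes as the 12 and about as many as the 21, so the conditions pooled with K deprivation changed the count. The rise from the fit of 6 to that of 12 came without N, P and Ca, so the number of libraries remains as an explanation for part of the fall. On simulated counts with 200 changed genes under K deprivation, the quasi-likelihood test called 151 genes with 21 libraries and 111 with 6. The real counts were 715 and 20. As far as the simulated counts resemble the real ones, these values argue against fewer libraries alone as the reason for the whole fall under K deprivation.

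On simulated counts with 200 changed genes, 22.8% of the calls of the likelihood ratio test were false, against 7.95% for the quasi-likelihood test, 22% for DESeq2 and 9.01% for the quasi-likelihood test on 6 libraries. They recovered 79.5%, 69.5%, 78% and 50.5% of the changed genes. This is consistent with part of the additional calls of the likelihood ratio test lying beyond the stated false discovery rate. On counts simulated with the spread of each condition and without changed genes, it called 42 genes under K deprivation, fewer than the 100 set as the sign that unequal spread explains the excess; it called 19 under N, 131 under Mg, 38 under P, 54 under S and 7 under Ca deprivation. The quasi-likelihood test called 7 genes under Mg deprivation and 0 under the others, with 2965 to 3771 at an unadjusted p of at most 0.05. Other splits of the real libraries gave the likelihood ratio test up to 627 genes under N, 1362 under Mg, 1053 under P, 2523 under S, 922 under K and 345 under Ca deprivation. The simulated counts follow a single model, and the size of the excess in the real libraries was not measured.

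For each of the 6 deprivations, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many DEGs, the real one, and likewise for the transporter genes of each deprivation, the higher S transporters under S and the higher P transporters under P deprivation. Since 3 against 3 allows no smaller share, these splits settle little. Among the 4 splits that part every same-numbered pair the number was also 1; the highest count of another split was 384 under P and 98 under K deprivation. Over 60 regroupings of the 21 libraries within replicate numbers, counting the real one, 1 gave as many specific genes for N, P, S, K and Ca deprivation and 2 for Mg deprivation, where another grouping reached 3613. The highest count of another grouping was 439 for N, 2815 for P, 996 for S (1006 in the real one), 113 for K and 1529 for Ca deprivation. For the sets shared by N, P and Ca and by N, P and K, the number of groupings that gave as many genes was 1. For the genes common to all 6 deprivations it was 3, with up to 285 genes and a median of 0 in the other groupings. For the specific genes that differed directly from each other deprivation it was 1 for N, Mg, P, K and Ca and 2 for S deprivation.

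Many specific genes were close to the threshold elsewhere. An unadjusted p of at most 0.05 in the same direction under another deprivation was found for 50.8% of the genes specific to N and 56.8% of those specific to P deprivation, past the limit of 50% set for a threshold narrowly missed, and for 49.5% for S, 47.6% for Ca, 29.9% for K and 27.8% for Mg deprivation. With the likelihood ratio test the shares for N and P deprivation were 43.5% and 49.3%, under that limit. For N and P deprivation, specificity by comparison with the control may thus be in part a matter of the threshold.

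The same 3 control libraries enter each comparison, which alone correlates the log2 fold changes. Across genes, which are not independent replicates, the mean correlation with the same control library was 0.467 for S and Mg, 0.502 for S and K and 0.505 for Mg and K deprivation. With a different control library for each deprivation it was -0.0487, -0.0663 and -0.136, so these resemblances may come from the common controls. For P and Ca it was 0.311 (from 0.609) and for N and Ca 0.357 (from 0.66), at least 50% of the value with the same control. For N and P it was 0.274 (from 0.602), less than 50%, so a part from the common controls cannot be excluded. For P and S it was 0.269 (from 0.654), also less than 50%, and near the value for N and P.

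The scores of PC3, along which conditions accounted for less of the variance than along PC1 and PC2, were not related to library size (Pearson's r 0.0763, permutation p = 0.722; Spearman's rho 0.0844, p = 0.713; r 0.14 without the 2 libraries farthest from the median), to the share of unmapped reads (r -0.0211, permutation p = 0.928; rho -0.171, p = 0.456; r -0.169 without 2) or to the share of the 10 most abundant genes (r 0.137, permutation p = 0.555; rho 0.179, p = 0.434; r 0.0647 without 2) over 21 libraries and 3 relations, with an adjusted p of 0.928 for each r. No biological explanation was tested.

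After 22 days without Cl, Co or Mn, 0 genes were called against the 22-day control with edgeR's quasi-likelihood test, with 2225, 5588 and 6326 of 54251 genes at an unadjusted p of at most 0.05. As many were called in 10 of the 10 splits for each of the 3, which a count of 0 fixes in advance, so these splits test nothing. The paper does not report on these libraries.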
